# Neural connectivity molecules best identify the heterogeneous clock and dopaminergic cell types in the *Drosophila* adult brain

**DOI:** 10.1126/sciadv.ade8500

**Published:** 2023-02-22

**Authors:** Dingbang Ma, Nicholas Herndon, Jasmine Quynh Le, Katharine C. Abruzzi, Kai Zinn, Michael Rosbash

## Abstract

Our recent single-cell sequencing of most adult *Drosophila* circadian neurons indicated notable and unexpected heterogeneity. To address whether other populations are similar, we sequenced a large subset of adult brain dopaminergic neurons. Their gene expression heterogeneity is similar to that of clock neurons, i.e., both populations have two to three cells per neuron group. There was also unexpected cell-specific expression of neuron communication molecule messenger RNAs: G protein–coupled receptor or cell surface molecule (CSM) transcripts alone can define adult brain dopaminergic and circadian neuron cell type. Moreover, the adult expression of the CSM *DIP-beta* in a small group of clock neurons is important for sleep. We suggest that the common features of circadian and dopaminergic neurons are general, essential for neuronal identity and connectivity of the adult brain, and that these features underlie the complex behavioral repertoire of *Drosophila.*

## INTRODUCTION

The fruit fly *Drosophila melanogaster* has a sophisticated repertoire of behaviors. Together with its remarkable genetic toolkit and tiny brain, it is an ideal model organism for studying the neuroscience of behavior. Somewhat at odds with this simplicity, however, is the extraordinary complexity of wiring and gene expression patterns of adult fly brain neurons. Analysis of the relationships between wiring and gene expression is fundamental to understanding how these neurons form circuits and function to regulate behavior.

The fly brain wiring patterns have been illuminated by recent advances in genetics as well as light and electron microscopy (EM) (*1*), whereas advances in single-cell RNA sequencing technologies have provided unprecedented insight into neuronal gene expression regulation (*2*). These technologies have also been applied to many large groups of fly neurons, including optical lobes and whole-brain profiling (*3*–*8*). These studies have led to the characterization of cellular plasticity during development and the de novo identification of cell type (*9*, *10*), and they include a recent global collaboration effort, the Fly Cell Atlas project, to produce cellular gene expression maps of the entire fly (*8*).

Single-cell RNA sequencing after neuronal purification has also been applied to many smaller groups of fly brain neurons, including olfactory receptor neurons and olfactory projection neurons (*11*–*14*). This approach has also revolutionized our view of the 150 adult brain circadian neurons (*15*), within which a now well-defined transcription-translation feedback loop generates ~24-hour periodicity (*16*).

These circadian neurons have historically been grouped based on anatomy. There are ventral lateral neurons, dorsal lateral neurons, and lateral posterior neurons. Four additional clock neuron groups were identified in the dorsal brain, including the DN1ps, DN1as, DN2s, and DN3s (*17*, *18*). Single-cell RNA sequencing of these clock neurons at different times of day revealed notable spatial and temporal gene regulation and substantially expanded the number of clock neuron groups, from about 8 to 10 to at least 17. Many of these high-confidence clock neuron groups or clusters correspond to two or three neurons per hemisphere (*19*). It is, however, uncertain whether this transcriptomic heterogeneity is only true of these ca. 100 clock neurons or is characteristic of other fly central brain neuron groups. This heterogeneity could even be common and contribute to the substantial central brain anatomical heterogeneity indicated by the hemibrain EM connectome (*1*).

To address this issue, we decided to characterize dopaminergic neurons (DANs). Immunohistochemistry of tyrosine hydroxylase (TH), an enzyme required for dopamine synthesis, had identified ~282 neurons per adult fly brain. They were categorized into different anatomical clusters including four anterior groups (PAM, PAL, T1, and Sb) and six major posterior groups (PPL1, PPL2ab, PPL2c, PPM1, PPM2, and PPM3) (*20*). A large body of evidence implicates DANs in the control of many different behaviors including locomotor activity, memory, arousal, aggression, and sleep (*21*–*28*). Consistent with their anatomical and functional diversity, DANs exhibit complex projection patterns: for example, 20 distinct DAN types each project axons to one or at most two mushroom body output neuron compartments (*29*).

In this study, we generated multiple time-point single-cell data from DANs by a modified CEL-seq2 (Cell Expression by Linear amplification and Sequencing 2) method as we had previously done for clock neurons. To minimize batch effects and to apply an additional sequencing strategy, we labeled clock neurons and DANs in the same fly and assayed these two populations together with a droplet-based method (10X Chromium). An unsupervised clustering algorithm identified 43 high-confidence clusters in the pooled dataset, and all of the previously identified clock neuron clusters were matched unambiguously in the current dataset. Using these clock neuron clusters as a benchmark, we show that DANs are comparably heterogeneous. Moreover, cell surface molecules (CSMs) and neuronal connectivity molecules more generally are prominent features of adult brain DAN identity, such as during development of the visual system and projection neurons (*9*–*11*, *13*) and clock neurons (*19*). These data and others suggest that these features may be general properties of neurons within the *Drosophila* central brain.

## RESULTS

### Single-cell sequencing of clock and DANs by plate and droplet methods

We subjected a substantial fraction of DANs to single-cell RNA sequencing. This DAN subset is labeled by TH-GAL4 (*20*) and is comparable in number to the clock neuron subset labeled by Clk856-GAL4 (*30*). Moreover, DANs are arguably the most studied behaviorally relevant neurons in fruit flies. As clock gene expression is very low or absent in DANs (*31*), they might be representative of noncircadian fly brain neurons.

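DANs that carried EGFP under TH-GAL4 were sorted as single cells into plates and profiled by modified CEL-seq2, in which every captured mRNA is tagged with a UMI so that copies made by amplification count once. The 23 libraries covered 6 times of day, and each collection batch held a pair of them, ZT02 with ZT14, ZT06 with ZT22 and ZT10 with ZT18. The authors deposited the UMI counts per gene and cell without normalization, after mapping to dm6, the BDGP Release 6 assembly, and after leaving out cells of low quality. At ZT02, 4 libraries held 256 cells, and their totals ranged from 548486 to 836794 UMIs with a median of 660522. At ZT06, 4 libraries with 271 cells held 728785 to 1002999 UMIs (median 836500). The 3 libraries at ZT10 held 197 cells and 671591 to 1109205 UMIs (median 985902). At ZT14, totals of 579118 to 768064 UMIs (median 623470) came from 256 cells in 4 libraries. The 4 libraries at ZT18 held 300 cells and 946774 to 1197517 UMIs, with the highest median of the time points (1044390). At ZT22, 236 cells in 4 libraries gave 707328 to 868767 UMIs (median 725478).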

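Each cell was then given the cluster of Table S2, the paper's mean expression of 338 genes in 43 clusters, with which it had the highest Pearson correlation on log2(TP10K + 1). The correlation left out 21 of these genes, among them *ple*, *tim* and most genes reported by name, so that their levels did not decide a cell's cluster. A cell counted as matched when r was at least 0.5 and exceeded the next cluster's by 0.01 or more. Of the 1516 CEL-seq2 cells, 951 were matched to DAN clusters, 172 to clock neuron clusters (103 of them to cluster 34) and 393 to none. UMIs were summed per library over the matched DANs, or per cluster and time point where clusters were compared, and tested with edgeR's quasi-likelihood F test after TMM normalization and edgeR's filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, with a fold change of at least 1.25 between clusters or a peak to trough ratio of at least 1.5 over the day.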

We first characterized DANs with the same modified CEL-seq2 method used for clock neurons (*19*, *32*) and even assayed different times of day by collecting flies at multiple time points (Fig. 1A). Although these data were comparable to previous clock neuron data (*19*), we added an additional approach: TH-GAL4 and Clk856-GAL4 were combined into a stable line (fig. S1A) to profile clock neurons and DANs together; this stable line avoids batch effects. We also collected flies at two LD (light:dark) time points, ZT02 and ZT14, and changed the assay method: The single-cell RNA sequencing of this combined line was done with 10X Chromium chemistry. This provided another point of comparison with the clock neurons, modified CEL-seq2 versus 10X Chromium. 

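For this experiment 1 library was made at each time point, so that ZT02 and ZT14 were compared without replicates and with intervals that cover counting error only. The library at ZT02 held 19834146 UMIs and that at ZT14 held 21264133 UMIs, in 5184 deposited cells together with a median of 7156 UMIs and 2170 genes per cell. The counts were deposited without normalization, after the authors had mapped the reads to the same assembly and removed likely doublets. By the correlation with Table S2, 1224 cells were matched to the 19 clock neuron clusters (646 at ZT02 and 578 at ZT14) and 2826 to the 24 DAN clusters (1566 and 1260), while 1134 cells stayed unmatched. Clock neurons and DANs of a library came from the same droplets, so their UMI sums were compared within each library, with the library as a block in edgeR. Clusters were compared in the same way on 86 sums of at least 5 cells, each cluster against the mean of all others on the log scale. A gene that most clusters lack is therefore called higher in a cluster at a low level, and the level in TP10K is given beside each call. Where some clusters lack a gene altogether, this log-scale mean has no lower limit, so that a lower level was not callable in clusters that have the gene and the size of the log2 fold change depends on edgeR's prior count. RNA set free from other cells enters every droplet, and its extent was read from *ple* in clock neurons and from *tim* in DANs.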

The sequencing reads from CEL-seq2 and 10X Chromium were mapped to the *Drosophila* genome (dm6) by zUMIs and Cell Ranger separately (*33*). Only the alignments to annotated exons were counted and used for unique molecular identifier (UMI) quantitation.

**Fig. 1.**
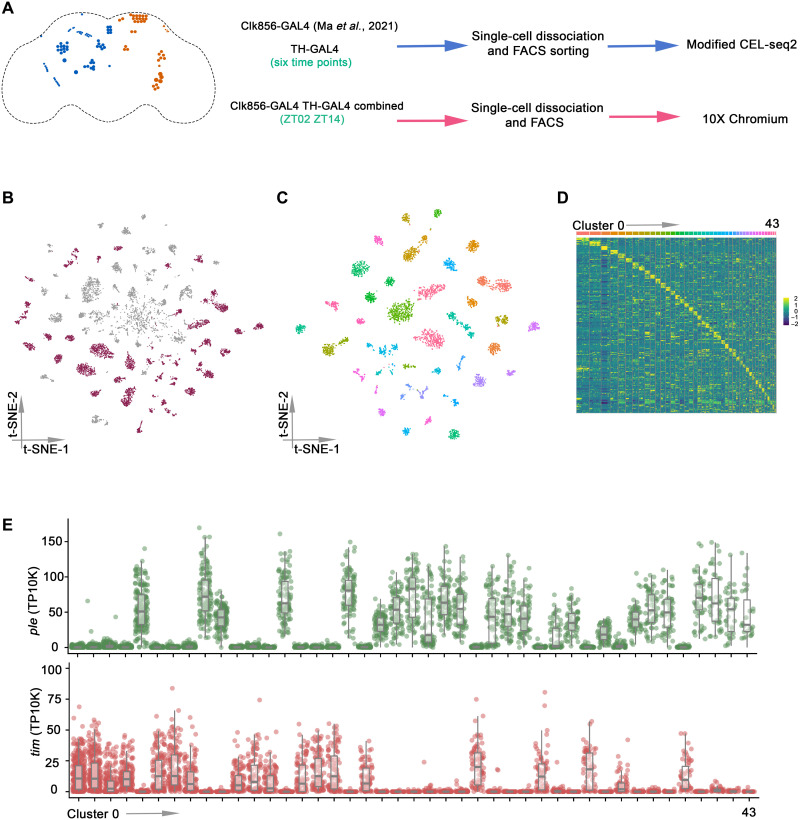
Single-cell RNA sequencing of *Drosophila* clock neurons and DANs by plate and droplet-based methods. (**A**) Schematic workflow of single-cell RNA sequencing data generation. The clock neurons (orange) and DANs (blue) are shown in the schematic depiction on the left panel. Enhanced green fluorescent protein (EGFP)–labeled DANs were sorted into 384-well plates by fluorescence-activated cell sorting (FACS), and single-cell RNA sequencing libraries were prepared by modified CEL-seq2 method. For droplet-based method, TH-GAL4 and Clk856-GAL4 were combined into a stable line to assay DANs and clock neurons simultaneously. Fly brains were dissected and dissociated before droplet encapsulation of individual cells with barcoded beads in 10X Chromium. (**B**) *t*-distributed stochastic neighbor embedding (t-SNE) plot showing the 9025 cells grouped into 70 clusters. High-confidence clusters (see Materials and Methods) are shown in purple. (**C**) t-SNE plot of 4543 *Drosophila* clock and DANs in 43 high-confidence clock and DAN clusters from LD conditions. The clusters are colored by their cell types. (**D**) Heatmap showing the expression levels of the top 5 differentially expressed genes (rows) in cells (columns). Clusters are ordered by size and are represented by different colors on top of the heatmap. (**E**) Dot plot showing *tim* (bottom) and *ple* (top) expression in all clusters. Gene expression levels for each cell were normalized by total expression level and reported by transcripts per 10 thousand transcripts (TP10K). Clusters are ordered by size.

To catalog and compare single-cell gene expression in clock neurons and DANs, we combined the single cells from the plate- and droplet-based methods in the current study with the previous CEL-seq2 clock neuron LD data (fig. S1B) (*19*). The single cells were first filtered on the basis of the number of detected genes, transcripts, and gene expression entropy. Possible doublets in 10X Chromium data were identified and excluded from the downstream analysis. 

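The deposited table listed 17178 rows for 9025 cells, of which 6700 belonged to the libraries analysed here. Leaving out 91 rows of spike-in RNA, which held 1.43% of the CEL-seq2 UMIs and none of the 10X Chromium UMIs, left 17087 genes. The 10X Chromium cells held 1002 to 24718 UMIs and 373 to 3499 genes each. The CEL-seq2 cells held 3380 to 74231 UMIs, with a median of 9759.5, and 879 to 4691 genes, with a median of 1973. Gene expression entropy ran from 5.00 to 7.34 in the 10X Chromium cells and from 4.96 to 6.96 in the CEL-seq2 cells once the spike-in rows were left out.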

A total of 9025 cells remained after this stringent filtering (fig. S1C). Next, single cells were separated by time point and method to identify highly variable genes from each condition; only the common highly variable genes were used for the clustering analysis. Batch effects were removed by this approach, and it produced 70 distinct clusters (Fig. 1B). Despite some variability, cells from both CEL-seq2 and 10X Chromium were present in all clusters (fig. S2A), and similar numbers of genes were identified in most clusters (fig. S2B). This is also because we filtered them to ensure that each cluster has cells from all time points and from both experimental methods (fig. S2, C and D). This was to ensure that the identified clusters are most likely to correspond to specific clock neurons and DANs and that the clusters are minimally contaminated with poor-quality cells (see Materials and Methods). This strategy resulted in 43 high-confidence clusters (Fig. 1C), and each cluster showed expected shared and specific marker gene expression (Fig. 1Dand fig. S2E).

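Matched cells of both methods were present in 24 of 24 DAN clusters. In 21 of them CEL-seq2 cells were found at all 6 time points, while clusters 8, 22 and 24 each lacked cells at 1 time point. When cells were instead grouped by Leiden clustering within each method and each group was given its best cluster of Table S2, 6 DAN clusters held cells of both methods and 4 of these were present at all time points. The shares differed between methods and time points. Cluster 30 had 19 cells in 10X Chromium and 132 in CEL-seq2, of which 73 came from ZT18, whereas cluster 9 had 492 and 28.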

To distinguish between clock and DAN clusters, we characterized the expression of *timeless* (*tim*) and *pale* (*ple*), which are hallmark genes for these two neuron groups, respectively. Consistent with previous results showing that clock gene expression is very low in DANs (*31*), we found that *tim* and *ple* expressions are mutually exclusive, defining 19 clock (*tim^+^*) and 24 DAN (*ple^+^*) clusters (Fig. 1E). 

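The *tim* gene (FBgn0014396) lies on chromosome 2L of BDGP Release 6 from 3493986 to 3508119, and *ple* (FBgn0005626), which encodes tyrosine hydroxylase, on 3L from 6713356 to 6719525. Of the 2826 DANs in 10X Chromium, 92.1% had a *ple* UMI and 3.29% a *tim* UMI (2.43% at ZT02 and 4.37% at ZT14). Of the 1224 clock neurons, 67.6% had a *tim* UMI (49.8% and 87.4%) and 20.2% a *ple* UMI. Both transcripts were present in 2.90% of the DANs (2.17% and 3.81%) and in 12.8% of the clock neurons (6.97% and 19.4%), and neither was present in 7.50% and 25.1%. The median depth was 7716.5 UMIs per DAN and 8055.5 UMIs per clock neuron. When a transcript was required to have 2 UMIs, the shares with both fell to 0.778% and 4.00%. With each cell thinned to 1000 UMIs, *ple* was found in 78.3% of the DANs and 5.56% of the clock neurons, and *tim* in 0.566% and 41.3%. At that depth *ple* ranged from 0 to 6.12% over 17 of the clock neuron clusters but was found in 19.4% of cluster 2 (exact binomial interval 13.3% to 26.9%) and 15.6% of cluster 34 (9.02% to 24.5%). In the CEL-seq2 libraries, 96.8% of the 951 DANs had a *ple* UMI and 18.3% a *tim* UMI, and the *tim* share ranged from 2.13% to 59.3% between libraries, with a median of 12.8%.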

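Summed over the cells of a class, *ple* stood at 47.3 TP10K at ZT02 and 42.4 at ZT14 in DANs and at 0.391 and 0.735 in clock neurons, while *tim* stood at 0.0444 and 0.0733 in DANs. With the library as a block, edgeR gave *tim* a log2 fold change of 6.95 in clock neurons over DANs (standard error 0.72, adjusted p = 0.00867) and *ple* one of -6.29 (standard error 0.32, adjusted p = 0.0023), each in the same direction in both libraries. Among the other dopaminergic genes, *DAT* (2R, 16558567 to 16565238) had a log2 fold change of -8.34 (adjusted p = 0.000673) and *Vmat* (2R, 13513132 to 13534251) one of -8.18 (adjusted p = 0.000673). The difference in *Ddc* was smaller, at -0.92 (adjusted p = 0.00676), and its level in clock neurons was 58.0% and 63.5% of the level over all cells. That level was uneven between clusters. Clock neuron cluster 14 had the most *Ddc* of all 43 clusters at 60.7 TP10K, against 9.19 and 9.84 in clock neurons as a whole. Among the clock genes, *Clk* (7.12, adjusted p = 0.0061), *vri* (8.41, adjusted p = 0.00149), *Pdp1* (2.75, adjusted p = 0.0166) and *cry* (5.17, adjusted p = 0.000918) were higher in clock neurons, and *per* was not called in either direction (-0.63, adjusted p = 0.105). The result for *per* is in doubt. Its level in 10X Chromium DANs was 11.6 TP10K at ZT02 and 7.58 at ZT14, but at most 0.458 in the DANs of any CEL-seq2 library. The paper concludes from the separation of *tim* and *ple* that the clusters divide into clock neurons and DANs.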

Other DAN-positive genes are coexpressed with *ple*, and other clock genes are coexpressed with *tim* (fig. S3). *tim* mRNA is also cycling with its characteristic gene expression peak at ZT14 to ZT18 in all clock clusters (fig. S4). Moreover, genome-wide cycling gene expression analysis identified many cell type–specific cycling transcripts in clock clusters but only tiny number of oscillating transcripts in DAN clusters (fig. S5), consistent with previous results (*31*).

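In the 10X Chromium libraries, *tim* in clock neurons rose from 1.95 TP10K at ZT02 (968 UMIs) to 18.7 TP10K at ZT14 (10626 UMIs), a ratio of 9.57 with an exact Poisson interval of 8.96 to 10.2. Matching the cells on all 338 genes moved this ratio most, to 8.96. The ratio was 6.22 for *vri* (5.81 to 6.67), 3.85 for *Pdp1* (3.79 to 3.91) and 1.20 for *per* (1.14 to 1.26), and it was below 1 for *Clk*, at 0.151 (0.135 to 0.168), and *cry*, where the interval lay below 0.522. The value for *per* is uncertain, since its level in 10X Chromium DANs was far above that in CEL-seq2 for a reason not tested. Among the 16 clock neuron clusters with at least 10 cells in each library, *tim* was higher at ZT14 in every one. The lowest ratios were 2.17 in cluster 34 (1.10 to 4.67), 3.29 in cluster 3 (2.74 to 3.98) and 4.85 in cluster 2, and the highest were 41.2 in cluster 14 and 58.9 in cluster 11 (interval above 33.5). The level of *tim* at ZT02 in cluster 34 was 10.9 times that in DANs of the same library, and 11.5% of the cells of cluster 34 had a *Clk* UMI.

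**Figure D1:**
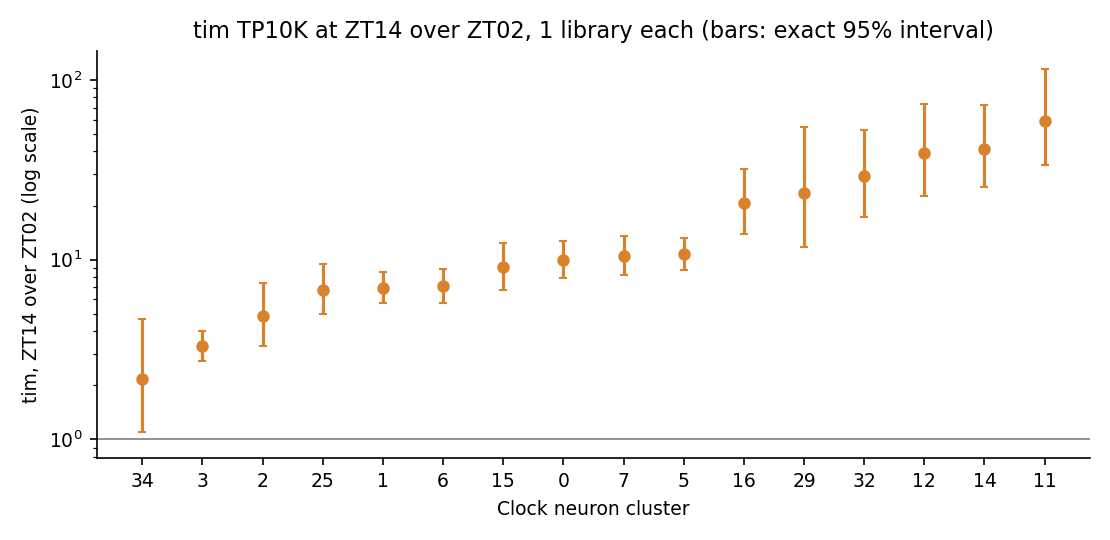
Ratio of *tim* at ZT14 to ZT02 in each clock neuron cluster of the 10X Chromium libraries, on a log axis, with exact 95% Poisson intervals as bars. All 16 clusters lie above 1, from 2.17 in cluster 34 to 58.9 in cluster 11.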

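For the CEL-seq2 DANs, a cosine and a sine of a 24-hour period were fitted with edgeR to the UMI sums of the 23 libraries. Of 4946 genes tested, 69 were called, and 736 had an unadjusted p under 0.05. The smallest adjusted p belonged to *stripe* (*sr*, FBgn0003499, 3R from 18090803 to 18135583), with a log2 peak to trough of 2.06, a fitted peak at 2.69 h and an adjusted p of 4.37e-06. Its level was 3.74 ± 1.08 TP10K at ZT02 (SD, n = 4), 3.12 ± 0.169 at ZT06 (n = 4), 1.48 ± 0.692 at ZT10 (n = 3), 1.00 ± 0.208 at ZT14 (n = 4), 1.16 at ZT18 (n = 4, with an SD below that at ZT14) and 2.67 ± 0.763 at ZT22 (n = 4). With the collection batch as a block the adjusted p of *sr* was 0.000627, and over the alternatives run for it the adjusted p ran from 1.18e-16 by DESeq2 to 0.0172 with the library index number as a block. The next 4 genes, *Muc91C*, *Oatp33Ea*, *CG31231* and *CR45996*, were high at ZT18 only. The level of *Muc91C* was 2.95 ± 1.23 TP10K at ZT18 (SD, n = 4) and 0.0105 to 0.0442 at the other times, and at ZT18 *Oatp33Ea* stood at 3.74 ± 2.62, *CG31231* at 10.3 ± 6.86 and *CR45996* at 4.01 ± 4.13.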

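Of the 69 genes, 21 lie in 1 segment of chromosome 3R, from 18591027 to 18981324, in which 26 of the 31 genes tested were at least 4-fold higher at ZT18. Over the segment library 13 of ZT18 reached 74.6 TP10K and libraries 14 to 16 reached 305 to 475, against 31.9 at the other times. Without the 4 ZT18 libraries 2 genes were called, and both, *sr* and *NPF* (adjusted p = 0.0477), were among the 69, but with equal weights for the DAN clusters *NPF* was not called (adjusted p = 0.132). With the collection batch as a block 16 genes were called, 15 of them among the 69. Time points taken as a factor in place of the cosine gave 774 genes. Over the 60 orders of the 6 time points, the real one included, at least 69 genes were called in 54. Dropping single libraries left between 33 genes (without ZT18 library 15) and 93 genes (without ZT10 library 19). In the same DANs *tim* stood at 0.173, 0.110, 0.164, 0.532, 0.497 and 0.0840 TP10K from ZT02 to ZT22. Its fitted peak was at 15.4 h, with an adjusted p of 0.122 from edgeR. At ZT14 library 7 stood at 1.35 TP10K and the others at 0.0222 to 0.425, so that this mean rests largely on 1 library. At ZT10 library 19 stood at 0.388 TP10K, and libraries 17 and 18 at 0.0746 and 0.0296. Over the alternatives the adjusted p of *tim* ran from 0.0420 by DESeq2 to 0.725 with the library index number as a block. None of *ple*, *VGlut*, *Nos*, *Dh44*, *Nplp1*, *Gpb5*, *Proc*, *Dh31*, *Ms*, *AstC*, *DIP-beta* and *tup* was called, although *Ms* reached an adjusted p of 0.0270 without ZT18 library 13. Cycling in clock neurons, which needs more than the 2 times of day of the combined line, was not analysed here. The paper states from its own test of cycling that oscillating transcripts are few in DANs.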

### Identifying clock neuron and DAN clusters

Our previous study identified at least 17 high-confidence clock neuron groups with notable spatial and temporal regulation of gene expression (*19*). To correlate these groups with our new dataset, we first characterized the expression of known clock neuron marker genes. For example, the neuropeptide genes *Pigment-dispersing factor* (*Pdf*), *Trissin*, and *CCHamide-1* (*CCHa1*) are expressed in three clusters representing three different clock neuron groups: eight ventral lateral neurons (LNv), two dorsal lateral neurons (LNd), and two DN1a clock neurons, respectively (*19*, *34*, *35*). Each of these neuropeptide transcripts also corresponds to a single clock neuron cluster in the new single-cell RNA sequencing data (Fig. 2A). 

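*Pdf* (FBgn0023178, 3R from 26455462 to 26456141) stood at 2965 TP10K in cluster 1 of the 10X Chromium cells, and the next highest cluster, 5, stood at 3.10. Its log2 fold change in cluster 1 over the mean of the other clusters was 12.24 (standard error 0.12, adjusted p = 1.53e-57, edgeR). *Trissin* (FBgn0038343, 3R from 15484730 to 15485396) stood at 1096 TP10K in cluster 10 and at 1.67 in the next cluster, 42, with a log2 fold change in cluster 10 of 14.29 (standard error 0.20, adjusted p = 7.09e-47). *CCHa1* (FBgn0038199, 3R from 14092504 to 14096835) stood at 234 TP10K in cluster 3 and at 1.64 in the next cluster, 13, and had a log2 fold change in cluster 3 of 13.85 (standard error 0.27, adjusted p = 4.79e-32). At the 1.25-fold minimum *Pdf* was called higher in 5 clusters, *Trissin* in 4 and *CCHa1* in 3, all but the first of each at 3.10 TP10K or less. The paper states that each of these transcripts corresponds to a single clock neuron cluster.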

More generally, this marker gene strategy along with core clock gene expression could match almost all new clock neuron clusters to the previous assignments (Fig. 2B). The only exceptions are the previously unidentified cluster 2, which contains cells from multiple clock neuron groups (fig. S6A), and the previously unknown cluster 25; the latter is an extra DN1p cluster, reflecting two DN1p clusters where there was previously only one.

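The fits behind these values tested 6232 genes in 43 clusters and called 23724 pairs of gene and cluster higher. A further 8503 were called lower, most of them in genes that every cluster has, since a lower level was not callable where another cluster lacks the gene. Over the alternatives the number called higher ran from 21721, at a correlation minimum of 0.7, to 25143, without the filter on low counts. Of the genes, 4976 were called higher in at least 1 cluster and 1260 in exactly 1. The largest log2 fold changes after *Trissin* were those of *ITP* in cluster 18 (14.25), *CCHa1* in cluster 3, *NPF* in cluster 22 (13.73) and *CCHa2* in cluster 22 (13.54). Clock cluster 2 had 144 cells in 10X Chromium and 34 in CEL-seq2, with a median of 4665.5 UMIs and 1290 genes per 10X Chromium cell, and its *tim* level was 3.81 TP10K. The neuronal genes *elav* and *nSyb* stood at 1.69 and 0.283 TP10K in cluster 2, against 3.64 and 18.2 TP10K in the lowest of the other clock neuron clusters. Of 5 glial markers chosen beforehand, *Gs2* (13.9 TP10K), *Eaat1* (10.5) and *nrv2* (6.27) were higher there than in every other clock neuron cluster, where they reached at most 0.300, 1.74 and 0.555 TP10K, while *repo* and *alrm* had no UMI in cluster 2.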

**Fig. 2.**
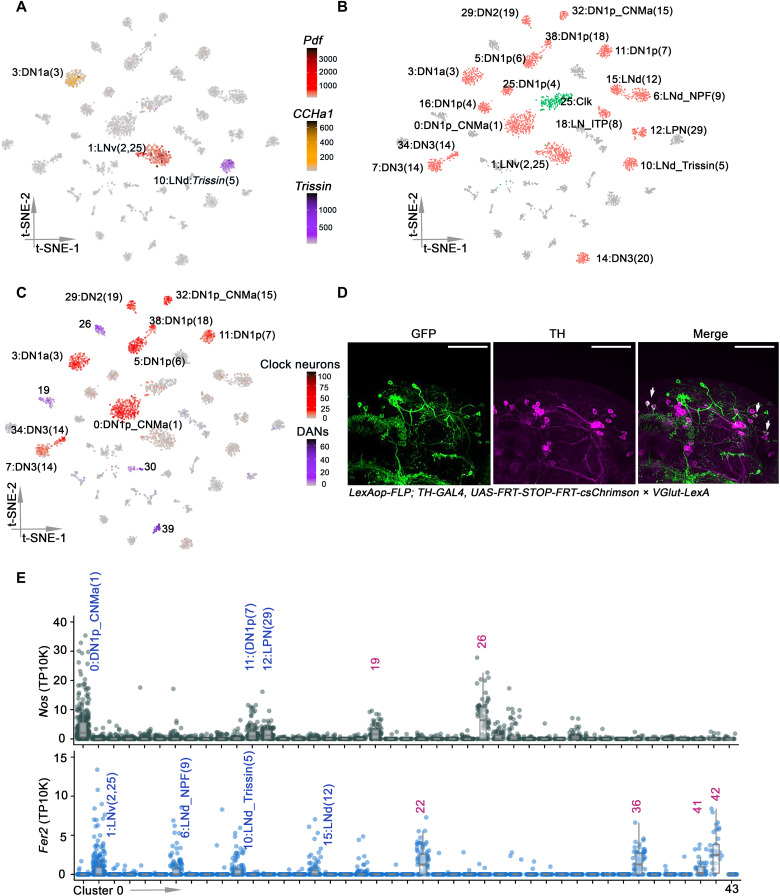
Identifying clock neurons and DANs clusters. (**A**) t-SNE plots showing *Pdf* (red), *Trissin* (purple), and *CCHa1* (yellow) expression in all clusters. Each cell is colored by the expression (color bars, TP10K) with gray indicating low expression and black indicating the highest expression. (**B**) t-SNE visualization of the annotated clock clusters. Each clock neuron cluster retains its original identifying number in the parentheses, as it was previously reported. The clusters in red were all previously identified, and cluster 2 (green) was previously unknown. (**C**) t-SNE plots showing *VGlut* expression in all clusters. Each cell is colored by the expression of *VGlut* (color bars, red and purple represents *VGlut* expression in clock neurons and DANs, respectively, TP10K), with gray indicating low expression and black indicating the highest expression. (**D**) Confocal stack of images showing antibody staining for GFP (left), TH (middle), and the merged image (right) in *VGlut-LexA* > *LexAop-FLP; TH-GAL4* > *UAS-FRT-STOP-FRT-CsChrimson.venus* fly brains. Two PPM1 and two PPL1 neurons are both GFP-positive and TH-positive. Scale bars, 50 μm. (**E**) Dot plot showing *Fer2* (bottom) and *Nos* (top) expression in all clusters. Gene expression levels for each cell were normalized by total expression level and reported by TP10K. Clusters are ordered by size.

An interesting marker is the vesicular glutamate transporter *VGlut* mRNA, which identifies glutamatergic neurons. It is expressed in nine dorsal clock neuron clusters (Fig. 2C, red), which corresponds precisely to the prior number of glutamatergic clock neuron groups (*19*, *36*). 

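*VGlut* (FBgn0031424) lies on chromosome 2L from 2400295 to 2410662. In 10X Chromium it was called higher than the mean of the other clusters in 9 of 19 clock neuron clusters, which in order of level were 0 (36.1 TP10K), 5 (34.6), 32 (33.1), 3 (22.0), 38 (17.1), 29 (16.8), 11 (12.9), 7 (9.70) and 34 (7.25). The log2 fold change in cluster 0 was 5.73 (standard error 0.28, adjusted p = 5.64e-23), and 100% of its cells had a *VGlut* UMI. In cluster 34 the share of cells was 30.2%. Each of the 10 remaining clock neuron clusters stood at 0.312 TP10K or less. The number called ranged from 7 with Leiden clusters to 10 with all 338 genes used for matching.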

*VGlut* is also expressed in four dopaminergic clusters (Fig. 2C, purple), consistent with previous findings that glutamate and dopamine are coexpressed in some larval and adult fly brain neurons (*3*, *37*). In contrast to flies, glutamate is the major excitatory neurotransmitter in mammals and is also coexpressed with dopamine in some mammalian neurons (*38*–*40*).

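Among the DAN clusters *VGlut* was called in 9 of 24. Clusters 39 (31.6 TP10K, log2 fold change 5.42) and 30 (31.1 TP10K, log2 fold change 5.16) reached the level of the glutamatergic clock neuron clusters, with a *VGlut* UMI in 93.3% and 94.7% of their cells. The others were 37 (13.4 TP10K in 24.1% of cells), 41 (7.28 in 18.8%), 26 (6.78 in 35.9%), 19 (5.53 in 70.3%), 31 (3.57 in 16.7%), 43 (3.01 in 14.3%) and 4 (2.39 in 11.6%). With all 338 genes used to match cells, 4 DAN clusters were called. In the CEL-seq2 DANs, where 15 clusters had enough cells, *VGlut* was called in clusters 39 (39.1 TP10K, adjusted p = 1.56e-16), 30 (16.3 TP10K, adjusted p = 8.48e-15), 41 (14.5 TP10K, adjusted p = 5.84e-11) and 26 (7.06 TP10K, adjusted p = 0.00613), and in between 4 and 6 clusters when single time points were dropped.

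**Figure D2:**
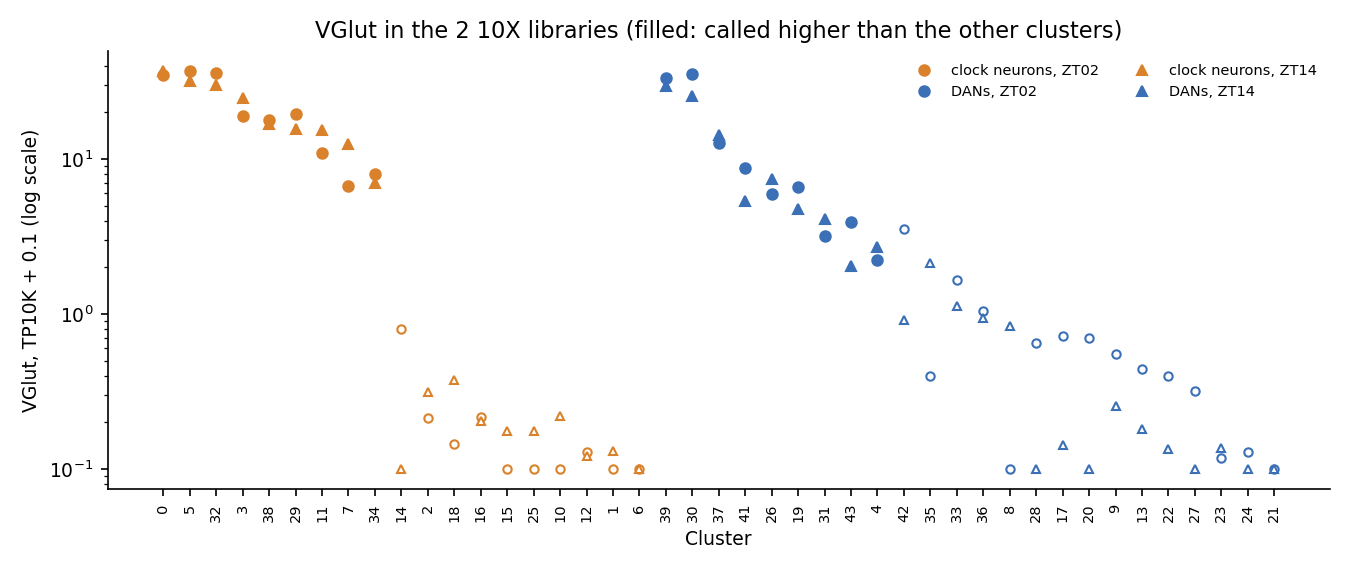
*VGlut* in each cluster of the 10X Chromium libraries, in TP10K, for clock neuron clusters and DAN clusters. Clusters 39 and 30 are the highest of the DANs at 31.6 and 31.1 TP10K, beside 36.1 TP10K in clock neuron cluster 0.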

To further verify the expression of *VGlut* in fly DANs, we used a method that allows genetic access to the neurons at the intersection of a LexA and GAL4 line. We expressed UAS>stop>CsChrimson.venus, a FLP-dependent conditional reporter, in TH-GAL4 in addition to LexAop-FLP in a VGlut-LexA knock-in line. Cells that express both the conditional reporter and FLP were then labeled with Cschrimson.venus. CsChrimson.venus expression was restricted to only a few DANs, which include the two PPM1 and two PPL1 neurons (Fig. 2D); they were the strongest and most reproducible double-positive cells and had not been previously identified as glutamatergic.

To further identify DAN clusters, we examined the expression of several known dopaminergic marker genes. Nitric oxide is a cotransmitter in a subset of DANs and acts antagonistically to dopamine (*41*). Bulk RNA sequencing and immunohistochemistry showed that *Nos* (nitric oxide synthase) is expressed in PPL1-γ1pedc and PAM-γ5 neurons (*41*). The data here indicate that *Nos* is expressed only in two DAN clusters (clusters 19 and 26), suggesting that they correspond to PPL1-γ1pedc and PAM-γ5 neurons. 

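*Nos* (FBgn0011676, 2L from 10804274 to 10837511) was called higher in 10 of 24 DAN clusters of the 10X Chromium cells. Cluster 26 had the highest level among DANs at 3.84 TP10K (log2 fold change 4.09, standard error 0.37, adjusted p = 1.05e-12), and cluster 19 followed at 3.07 TP10K (log2 fold change 3.77, standard error 0.39, adjusted p = 4.5e-11). A *Nos* UMI was present in 40.5% of the cells of cluster 26 and in 66.9% of those of cluster 19. The other called clusters, 39, 28, 35, 31, 9, 33, 41 and 4, stood between 2.31 and 0.947 TP10K, with 17.5% of cells in cluster 39 and 34.0% in cluster 28. In cluster 41 all *Nos* UMIs came from the ZT02 library. In CEL-seq2, *Nos* was called in clusters 19 (1.28 TP10K, adjusted p = 0.0106) and 26 (0.734 TP10K, adjusted p = 0.00144). These CEL-seq2 calls rested on single time points, with 1 cluster called without ZT14 and 4 without ZT10 or without ZT18. From *Nos* the paper proposes that clusters 19 and 26 correspond to PPL1-γ1pedc and PAM-γ5 neurons.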

As there are only two other glutamate-expressing DAN clusters, 30 and 39, they probably correspond to PPM1 and PPL1 (Fig. 2D). 

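In the clock neuron clusters of 10X Chromium the highest *Nos* level was 7.53 TP10K, in cluster 0, where 82.1% of cells had a UMI. This level differed between the libraries, at 2.51 TP10K at ZT02 and 11.4 at ZT14. Clusters 11 (3.45 TP10K in 79.6% of cells) and 12 (2.05 TP10K in 66.3%) were also called higher, as was cluster 32 at 0.949 TP10K (59.3% of cells, adjusted p = 0.0414). DESeq2 called 3 clock neuron clusters.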

*Nos* mRNA has not been described in clock neurons, but the gene is comparably expressed in three DN1p clock neuron clusters, cluster 0, 11, and 12 (Fig. 2E, top).

*48-related-2* (*Fer2*) encodes a transcription factor (TF), which is expressed in DANs in the PAM cluster and required for their development and survival (*42*). Although immunohistochemistry of TH indicates that there are about 100 PAM DANs, the *TH-GAL4* driver only identifies 13 PAM cells per hemisphere (*20*). As there are four DAN clusters with *Fer2* expression (Fig. 2E, bottom), they presumably correspond to these 13 PAM DANs. This suggests an average of about three PAM DANs per cluster, consistent with subsequent calculations on other clusters (see below). 

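*Fer2* (FBgn0038402, 3R from 16149369 to 16151312) was called higher in 8 of 24 DAN clusters of the 10X Chromium cells. The 4 with the highest levels were 42 (2.66 TP10K in 52.4% of cells), 22 (2.40 in 73.6%), 9 (2.08 in 40.9%) and 36 (1.78 in 66.7%), with log2 fold changes of 6.41, 6.27, 5.97 and 5.81. The others, clusters 41, 26, 43 and 33, stood at 0.819, 0.311, 0.194 and 0.136 TP10K. DESeq2 called 6 of the 24 clusters, and a correlation minimum of 0.7, chosen after the data were seen, left 5.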

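Among the clock neuron clusters of 10X Chromium, *Fer2* was called higher in 1 (2.97 TP10K in 81.7% of cells), 10 (1.96 in 80.6%), 6 (1.19 in 55.1%), 15 (1.09 in 52.9%) and 18 (0.659 in 42.3%). The log2 fold change was 6.99 in cluster 1 (standard error 0.34, adjusted p = 3.73e-18) and 4.52 in cluster 18 (standard error 0.72, adjusted p = 1.33e-05). With at least 10 cells in every sum, or with Leiden clusters, 3 clock neuron clusters were called.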

There are apparently four clock clusters that also express *Fer2* (Fig. 2E, bottom).

These marker genes assign eight DAN clusters to known DANs. To assign additional clusters, we compared cluster gene expression with previously published transcriptomes from several different DANs subgroups (*41*). Most of these comparisons were unsuccessful, perhaps because most subgroups were PAMs, and they are very underrepresented by TH-GAL4. However, an otherwise uncharacterized DAN cluster, #28, is highly correlated with PPL1-α3 and PPL1-γ2 α′2 neurons (fig. S6B). This assigns a ninth cluster and hints that this single cluster may not be homogeneous, i.e., that the DANs are even more heterogeneous than indicated by this analysis.

### Neuropeptide expression in clock neurons and DANs

To further characterize the clock neurons and DANs, we assayed differential gene expression using a negative binomial generalized linear model. 

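Clock neurons and DANs of the combined line were compared within each 10X Chromium library, over 7828 genes. At the same thresholds as for the CEL-seq2 cells, 1213 genes were higher in clock neurons and 855 in DANs, 2068 together, of which 2067 moved the same way in both libraries, and 3182 genes had an unadjusted p under 0.05. DESeq2 gave the lowest number of all alternatives, 1228 genes. Genes were ranked by the fitted log2 fold change, which depends on edgeR's prior count where a class has no UMI. This held for all of the 5 genes ranked highest in each direction but *DAT*, and for them only a bound against 3 counts over the whole class can be given, so that their rank is not that of a measured difference. In clock neurons *CG9338* was at least 203-fold higher, *fusl* 179-fold, *wdp* 124-fold, *sls* 109-fold and *CG43402* 108-fold, and without the cells of clock cluster 2 all of these but *CG9338* fell below the filter on low counts. In DANs *Lmx1a* was at least 74.9-fold higher, *CG13330* 57.1-fold, *Hdc* 52.0-fold and *fd59A* 28.1-fold. Of the other classes of markers, *ChAT* (log2 fold change 1.36, adjusted p = 0.0339) and *Tbh* (2.53) were higher in clock neurons, and *Trh* (-3.33), *SerT* (-4.94) and *Tdc2* (-1.34) in DANs. The glial genes *Gs2* (6.17, adjusted p = 0.000918), *Eaat1* (4.68) and *nrv2* (1.56) were called higher in clock neurons and were not called once cluster 2 was left out, with log2 fold changes of 0.83, 1.43 and 0.05.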

Consistent with previous findings, Gene Ontology (GO) analysis indicates that clock neuron transcriptomes are enriched for the term neuropeptide hormone activity (*19*, *31*); it was the top term (Fig. 3A), and many clock neurons express a complex combination of neuropeptides (Fig. 3B). This same term is present in DANs but lower down on its list (Fig. 3A), and only a handful of specific neuropeptides were identified in DANs compared to clock neurons (Fig. 3B).

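The 19 neuropeptide genes of Table S2 had a median log2 fold change of 3.08 and a mean of 2.91 in clock neurons over DANs, with 12 called higher in clock neurons and 2 in DANs. Adjusted over the list alone the numbers were the same, but since the study chose the list on these samples this is not independent evidence. The limma camera test with a preset correlation gave the list a false discovery rate of 1.09e-09. Under fry the rate was 0.115 and with an estimated correlation p was 0.261, so that the call rests on the preset correlation. For the 21 GPCR genes the median was -0.68, with 5 called higher in clock neurons and 9 in DANs (5 and 11 adjusted over the list alone) and a camera rate of 0.0189. The 56 CSM genes had a median of -0.38, with 8 and 22 called (9 and 25 over the list alone) and a camera rate of 0.00462, and the 64 TF genes one of -0.08, with 23 in each direction (26 and 25) and a rate of 0.185. None of these camera calls held under fry or with an estimated correlation. With further neuropeptide genes added that Table S2 does not hold, 35 genes were tested, and their median was 0.12, their mean 0.64 and their camera rate 0.0292, the highest of all alternatives, which began at 7.37e-19.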

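By gene, *Pdf* (8.09), *Trissin* (8.30), *CCHa1* (6.60), *ITP* (8.67), *CNMa* (8.13), *CG17777* (7.44), *Nplp3* (5.83), *AstA* (4.77), *Dh31* (3.12), *CG34136* (3.08), *Proc* (2.00) and *AstC* (1.10) had the log2 fold changes given and were higher in clock neurons, while *Ms* (-6.74, adjusted p = 0.00315) and *AstCC* (-4.28) were higher in DANs. *NPF* (-0.80), *Dh44* (-0.21, adjusted p = 0.223) and *Nplp1* (0.12, adjusted p = 0.481) were not called. Counting per cluster, 44 neuropeptide genes were examined at 10 TP10K or more. Clock neuron clusters held 2.68 ± 1.73 of them (SD over 19 clusters) and DAN clusters 1.92 ± 1.91 (SD over 24 clusters), a difference of 0.768 with a standard error over clusters of 0.557. Clusters are not replicates of a class, so no test was made. At 20 TP10K the difference was 0.226, and at a correlation minimum of 0.7 it was 1.24. Restricted to the list of Table S2, the means were 2.58 and 1.38, a difference of 1.20. Of the 44 genes, 10 reached the minimum in at least 1 cluster of both populations, 8 only in clock neuron clusters, 6 only in DAN clusters and 20 in none. DAN cluster 43 held 8 of these genes and clock neuron cluster 32 held 7, but only 40.3% of the cells of cluster 43 had a *Vmat* UMI, and with DANs restricted to those that had one no DAN cluster held more than 4. In the unrestricted count, clock clusters 2 and 5 and DAN clusters 21, 26, 27, 28, 30 and 35 held none.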

**Fig. 3.**
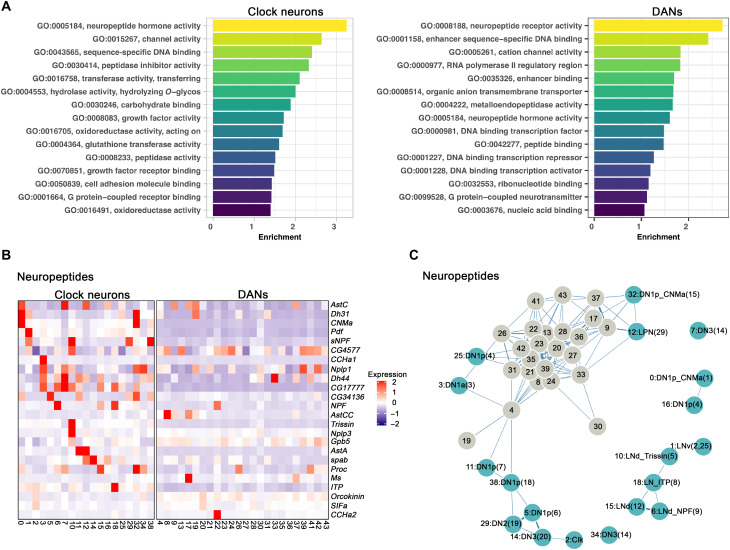
Neuropeptide expression in clock neurons and DANs clusters. (**A**) GO analysis of enriched marker genes found in the clock neuron and DAN clusters. The enriched GO terms were ranked by their relative enrichment. (**B**) Heatmap showing the expression levels of neuropeptides in clock neurons (left) and DANs (right). Red indicates high expression, and purple indicates low expression. (**C**) Gene expression correlation of neuropeptides in clock neurons and DANs. We calculated the Spearman’s correlation coefficients between expression patterns of neuropeptides across different clock neuron and DANs cell types, and the result is visualized in a force-embedded layout. Each cluster is represented by a node with the width of the edge representing the strength of the gene expression.

Nonetheless, four neuropeptides—*Dh44*, *Nplp1*, *Glycoprotein hormone beta 5* (*Gpb5*) and *Proctolin* (*proc*)—have been reported to be expressed in up to 21% of DANs (*4*), but our data indicate that only *Dh44* mRNA is expressed in the TH-Gal4 DANs, in cluster #33 (fig. S7A). 

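*Dh44* (FBgn0012344) lies on chromosome 3R from 9638182 to 9650706. Among the DAN clusters of 10X Chromium its highest levels were 39.6 TP10K in cluster 17 (45.2% of cells, log2 fold change 5.28), 24.1 in cluster 33 (54.5% of cells, log2 fold change 4.35, standard error 0.34, adjusted p = 7.96e-15) and 16.0 in cluster 39 (35.0% of cells), beside 24.4 in clock neuron cluster 7 (98.9% of cells). The paper's reported means in Table S2 are 15.54 for cluster 33 and 0.19 for cluster 17. In CEL-seq2, *Dh44* was called in clusters 33 (9.06 TP10K, adjusted p = 0.00024) and 41 (4.48 TP10K, adjusted p = 0.00739), and in 5 clusters without ZT18, where a single library stood at 16.0 TP10K. With all time points, CEL-seq2 cluster 43 had the highest level, 9.52 TP10K, and was not called (adjusted p = 0.422, edgeR). *Nplp1* (FBgn0035092, 2R from 25032377 to 25040377) was highest in DAN cluster 39 at 17.6 TP10K in 10X Chromium and was called in CEL-seq2 clusters 39, 19 (9.40 TP10K) and 41 (6.63), with 1 library at ZT14 farther above the others of its time than chance usually gives. *Gpb5* (FBgn0063368, 2L from 23311700 to 23312464) reached at most 3.15 TP10K among DAN clusters, in cluster 4, and 6.41 in clock neuron cluster 7, and no CEL-seq2 cluster was called. *Proc* (FBgn0045038, 2L from 7864642 to 7871432) stood at 9.41 TP10K in DAN cluster 41 (71.9% of cells) and at 15.0 in clock neuron cluster 32. In CEL-seq2 it was called in clusters 43 (41.4 TP10K), 41 (2.88) and 26 (1.46), and in 1 library at ZT22 a pair of cells held 95.3% of the *Proc* UMIs of all DANs.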

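Among DAN clusters of 10X Chromium, *Dh31* (FBgn0032048, 2L from 8491868 to 8506845) was highest in cluster 19, at 19.1 TP10K in 43.2% of cells (log2 fold change 5.69, standard error 0.41, adjusted p = 3.24e-15). Cluster 41 followed at 14.6 TP10K, with 23.9 at ZT02 and 0.0746 at ZT14. In CEL-seq2, *Dh31* was called in clusters 19 (6.08 TP10K, log2 fold change 3.32, adjusted p = 1.63e-05), 4 (4.87 TP10K), 9 (2.85) and 26 (2.61). Cluster 30 had the highest level of the clusters compared, 8.20 TP10K, and was not called (adjusted p = 0.931, edgeR).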

*Dh31* mRNA is also enriched in one DAN cluster, #19, and probably corresponds to PPL1-γ1pedc or PAM-γ5 (fig. S7B). *Dh31* is also expressed in the two previously described clock neuron clusters (fig. S7B) (*19*, *43*). 

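In clock neurons *Dh31* stood at 186 TP10K in cluster 32 and at 158 in cluster 0, with log2 fold changes of 9.16 and 9.02. It was also called in clock clusters 1 (30.2 TP10K in 100% of cells), 34 (24.4 TP10K in 37.5% of cells) and 25 (11.1 TP10K). Over both populations 15 clusters were called higher.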

The transcript encoding the neuropeptide *Ms* is similarly detected in a single DAN cluster, #17 (fig. S7C).

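*Ms* (FBgn0011581, 3R from 24341551 to 24343825) stood at 183 TP10K in DAN cluster 17 of 10X Chromium, in 96.8% of its cells, with a log2 fold change of 11.76 (standard error 0.26, adjusted p = 4.24e-35, edgeR). The next highest cluster, 37, stood at 7.43 TP10K in 31.0% of cells, with 13.1 at ZT02 and 1.43 at ZT14. Clusters 18, 9 and 33 were called at 1.74, 1.52 and 0.868 TP10K. Cluster 17 had 20 cells in CEL-seq2, too few for the comparison of clusters. Among the CEL-seq2 clusters that were compared, *Ms* was called in 39 (89.2 TP10K), 30 (20.5) and 41 (20.1), and in 1 cluster without ZT06, where a single library stood at 113 TP10K.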

Several DANs do, however, express more than one neuropeptide mRNA: *AstC* is expressed along with *Ms* in cluster 17 (fig. S7, C and D); *Dh31* and *AstC* are coexpressed in cluster 19 (fig. S7, B and D). 

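*AstC* (FBgn0032336, 2L from 11076165 to 11081399) stood at 97.6 TP10K in cluster 17, in 91.1% of cells, and at 50.9 in cluster 19, in 67.6% of cells. Its log2 fold change was 5.11 in cluster 17 (standard error 0.38, adjusted p = 7.43e-16) and 4.12 in cluster 19 (standard error 0.43, adjusted p = 4.5e-11). It was called in 14 clusters of 10X Chromium, with higher levels among DANs in clusters 39 (374 TP10K in 42.5% of cells) and 42 (185 TP10K in 28.6%). In CEL-seq2 it was called in clusters 4 (210 TP10K), 39 (91.1), 19 (76.8, adjusted p = 0.00251) and 41 (67.0), and 1 library at ZT14 lay well below the others of that time.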

Unexpectedly, this likely PPL1-γ1pedc or PAM-γ5 cluster coexpresses glutamate and *Nos* as well as dopamine. Despite these exceptions, neuropeptide transcript expression in the DANs appears limited and may be influenced by incomplete coverage by TH-Gal4 (see Discussion).

To further compare neuropeptide expression between clusters and between clock neurons and DANs, we calculated the Spearman’s gene expression correlation based on the average expression of neuropeptides within each cluster. The results were then visualized with a forced embedded layout (Fig. 3C). The separation of the individual clock neuron clusters indicates that differential neuropeptide expression defines very successfully these clusters but much less well the poorly separated DAN clusters. This conclusion may simply reflect the many more neuropeptides in clock neurons than in DANs (Fig. 3B).

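How well a class of genes defines the clusters was measured on cells that were matched without the genes of that class. A Poisson classifier that saw only the class was trained on one 10X Chromium library and tested on the other, both ways, and its balanced accuracy was compared with that of 200 random sets of as many genes of like expression. The study chose the genes of each class as variable on these samples and built its clusters with them. The random sets were drawn by number and expression level, so a class was favoured over them in advance. With the 19 neuropeptide genes 70.4% of clock neurons were placed in their own cluster, against a chance of 5.26% and a median of 31.1% for the random sets (5th to 95th percentile 22.9% to 40.5%). For DANs the accuracy was 26.8%, against a chance of 4.17% and a median of 23.4% for the random sets (15.9% to 32.4%), so that 78.5% of the random sets did no better. With each cell thinned to 1000 UMIs it was 20.8%, against a median of 10.4% for the random sets, above all of them. In CEL-seq2 DANs, with each time point tested on the others, the accuracy was 23.7% against 15.8% (10.3% to 22.5%), and a Pearson classifier in place of the Poisson one gave 18.5%, which 89.5% of the random sets did not reach. Spearman's rho between the neuropeptide levels of cluster pairs, the measure of the paper, had a median of 0.422 over 171 pairs of clock neuron clusters and 0.594 over 276 pairs of DAN clusters, and the paper's means in Table S2 give 0.577 and 0.682. By Pearson correlation the median of the clock pairs was 0.168. From the separation of the clusters by neuropeptides the paper concludes that these genes define clock neuron clusters but define DAN clusters much less well.

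**Figure D3:**
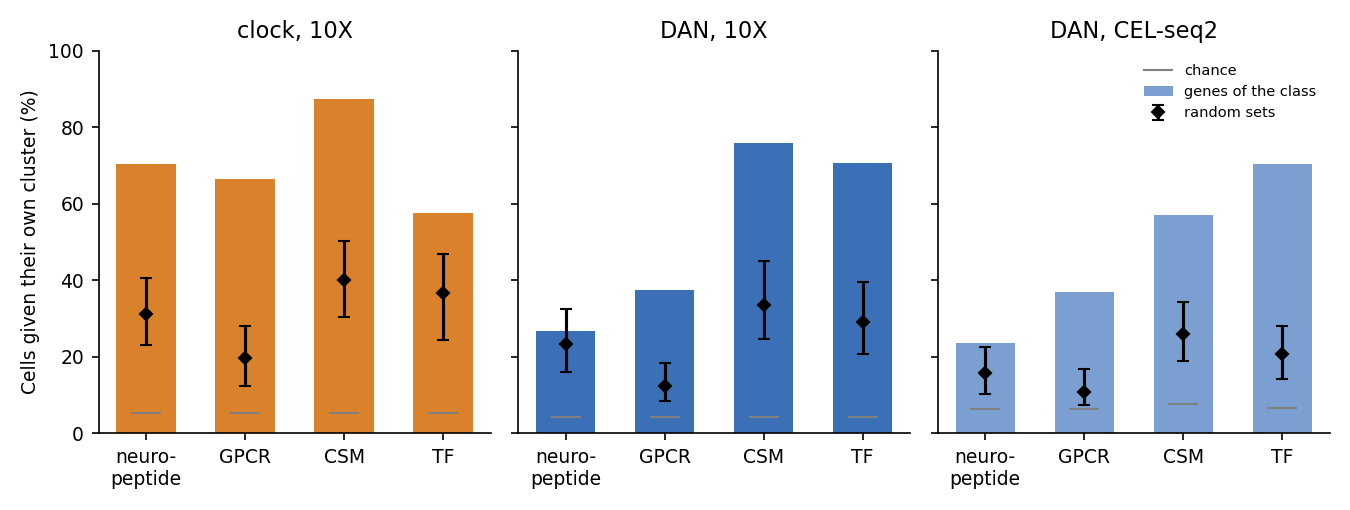
Balanced accuracy in percent with which each class of genes placed cells in their own cluster, with the median and the 5th to 95th percentile of 200 random sets as bars. The neuropeptide genes reach 70.4% in clock neurons and 26.8% in DANs of 10X Chromium.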

### Neural connectivity molecules best identify DANs and clock neurons

To identify other genes that might underlie the cell type definition of DANs and clock neurons, we turned to the highly variable genes that were used during our data integration and clustering analysis. We computed 3000 highly variable genes based on the different raw gene expression datasets separated by time points and methods, of which 338 were expressed and variable in all datasets and then used for further downstream analysis (Fig. 4A). 

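The 3000 most variable genes were computed by SCTransform in Seurat for each of the 8 datasets of method and time point, without the clock neurons of the earlier study. They had 490 genes in common to all 8 datasets. Of the 338 genes of Table S2, 237 (70.1%) were among them, and 279 were variable in at least 7 datasets. Seurat's vst method gave 428 common genes, and matched cells alone gave 471.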

Each cluster expresses a unique combination of these highly variable genes, many of which have been identified as important regulators of behavior and/or physiology (fig. S8), for example, *tup* encodes a TF, which regulates neuronal subtype identity, including motor, serotonergic, and DANs (*44*). 

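*tup* (FBgn0003896, 2L from 18859507 to 18881261) had a log2 fold change of -4.66 in clock neurons over DANs (standard error 0.53, adjusted p = 0.0104). It was called higher in 17 DAN clusters and 1 clock neuron cluster, 34, of 10X Chromium, and its highest levels were 3.26 TP10K in cluster 19, 3.08 in cluster 13, 2.95 in cluster 23 and 2.93 in cluster 39. In CEL-seq2 it was called in clusters 13, 19, 23, 24 and 39, at 2.33 to 3.95 TP10K.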

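*DIP-beta* (FBgn0259245) lies on the X chromosome from 21422115 to 21457738. Its highest levels in 10X Chromium were 13.7 TP10K in DAN cluster 28 (92.0% of cells, log2 fold change 7.11, standard error 0.27), 12.1 in DAN cluster 30 and 6.99 and 4.67 in clock neuron clusters 7 and 3. Cluster 1, the LNv, stood at 0.280 TP10K in 23.9% of cells and was the lowest of the 15 clusters called. The paper's mean in Table S2 for cluster 1 is 3.02, beside 7.05 and 3.52 for clusters 7 and 3. The paper pooled CEL-seq2 clock neurons of an earlier study with these cells. It places *DIP-beta* in the small LNv, which were not told apart from the large LNv here. In CEL-seq2 the clusters called were the same pair as the highest DAN clusters above, 28 (13.3 TP10K, log2 fold change 4.23, adjusted p = 2.39e-13) and 30 (3.27 TP10K, log2 fold change 2.97, adjusted p = 2.61e-11), whichever time point was dropped. Over the 15 DAN clusters compared in CEL-seq2, 1944 pairs of gene and cluster were called higher among 3057 genes, and 3002 when sums of 3 cells were admitted. Over the 2627 genes tested by both methods in these clusters, 5438 pairs were called higher in 10X Chromium and 1711 in CEL-seq2, with 1272 called by both.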

Some genes, including *Dh31* and *VGlut* (mentioned above) as well as *DIP-beta*, appear to be cell type defining both in DANs and clock neurons (fig. S8). We next cataloged these highly variable genes into different functional groups (Fig. 4B): The top 3 are TFs, CSMs and G protein–coupled receptor (GPCRs).

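The 490 genes common to all datasets held 46 of the TF genes, 44 of the CSM genes, 14 of the GPCR genes and 11 of the neuropeptide genes that Table S2 holds.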

**Fig. 4.**
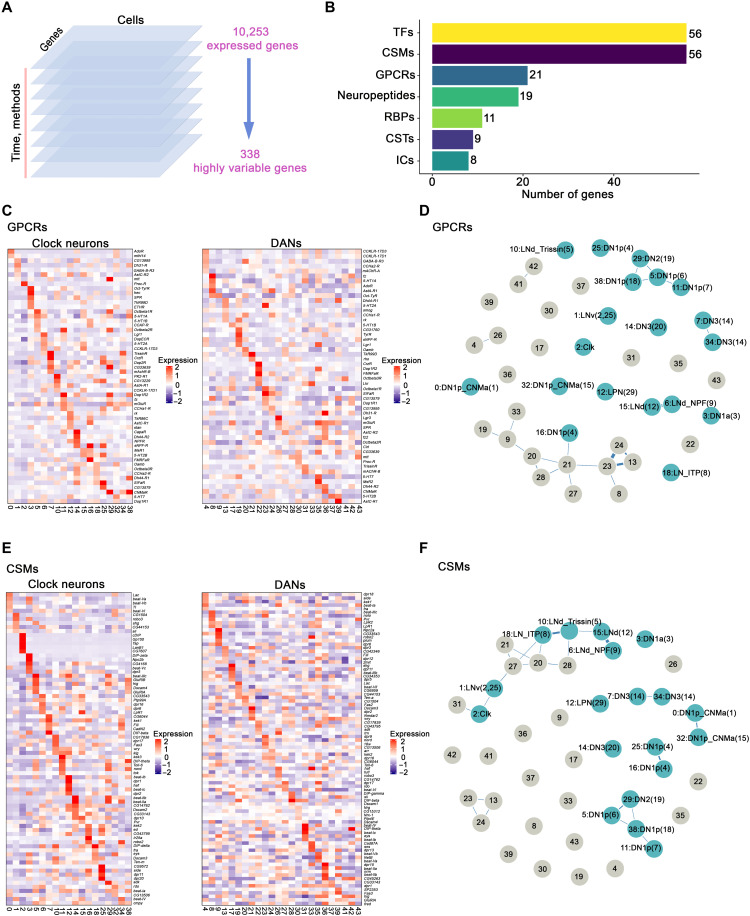
GPCRs and CSMs expression in clock neurons and DANs. (**A**) Schematic workflow of data integration and clustering analysis. We first separated the single-cell gene expression results by time points and methods. In each dataset, 3000 highly variable genes were calculated and only the conserved variable genes (338 genes) were used for final single-cell clustering. (**B**) Bar plot showing the number of highly variable genes from different gene groups including TFs, CSMs, GPCRs, neuropeptides, RNA binding proteins (RBPs), chemical synaptic transmission–related genes (CSTs) and ion channels (ICs). (**C** and **E**) Heatmaps showing the expression levels of GPCRs (C) and CSMs (E) in clock neurons and DANs. (**D** and **F**) Gene expression correlation of GPCRs (D) and CSMs (F) in clock neurons and DANs. We calculated the Spearman’s correlation coefficients between expression patterns of GPCRs (D) and CSMs (F) across different clock neuron and DANs cell types; the result is visualized in a force-embedded layout. Blue nodes represent clock neuron clusters, and gray nodes represent DAN clusters. Each cluster is represented by a node with the width of the edge representing the strength of the gene expression.

The spatial regulation of TF expression is prominent in clock neurons and may contribute to the robust temporal oscillation of many transcripts (*19*). Each DAN cluster also expresses a specific combination of TF genes, very similar to the observed patterns in clock neurons (fig. S9A). However, the gene expression correlation analysis indicates that TFs do not separate the DANs and the clock neurons (fig. S9B), and the clock neurons appear somewhat less well defined by TFs than by neuropeptides: The clock neuron clusters are closer together and have more links in fig. S9B than in Fig. 3C.

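With the 64 TF genes alone, cells matched without them were placed in their own cluster at an accuracy of 57.5% for clock neurons (random sets 36.5%, 24.4% to 46.8%), 70.6% for 10X Chromium DANs (29.1%, 20.8% to 39.5%) and 70.5% for CEL-seq2 DANs (20.8%, 14.1% to 28.1%). For clock neurons a Pearson classifier raised this to 81.5%, above the 71.2% it gave for neuropeptides, so that the order of TFs and neuropeptides in clock neurons depended on the classifier. With 19 genes drawn from the class, as many as there are neuropeptides, the median over 100 draws was 44.3% for clock neurons and 44.9% for 10X Chromium DANs. The median of Spearman's rho over cluster pairs was 0.643 for clock neurons and 0.564 for DANs, and the means of Table S2, which are the paper's, give 0.833 and 0.671.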

GPCRs are another category of neuron connectivity molecules in the highly variable genes (Fig. 4B). GPCRs are 7-transmembrane receptors that interact with many different stimuli including neurotransmitters and neuropeptides and play an important role in the physiology and function of neurons (*45*). More than two-thirds of the 124 GPCR genes encoded by the *Drosophila* genome are expressed in adult clock neurons, and these molecules alone can define clock neuron cell type (*46*). The data here indicate that these transcripts can also define DAN cell type (Fig. 4, C and D).

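The 21 GPCR genes placed 37.4% of 10X Chromium DANs in their own cluster, where random sets had a median of 12.2% (8.47% to 18.4%), and 37.0% of CEL-seq2 DANs, where random sets had 10.9%. The accuracy for clock neurons was 66.4%, against 19.6% (12.3% to 28.1%). All of the random sets lay lower in each comparison, which is not independent evidence, since the study built its clusters with these genes. At 1000 UMIs per cell the accuracies were 16.6%, 14.9% and 33.4%. The median of Spearman's rho was 0.455 for pairs of DAN clusters and 0.362 for pairs of clock neuron clusters. The paper's means in Table S2 give 0.425 and 0.508, and Pearson correlation moved the DAN value to 0.876.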

The highly variable genes contain an almost identical number of CSMs as TFs (Fig. 4B). Although CSMs are critical in mediating interactions between cells in the developing nervous system (*47*), these molecules do not have a comparably well-defined role in the adult nervous system. However, the CSM heatmap indicates impressive cluster-specific expression, in adult DANs and in adult clock neurons (Fig. 4E). Moreover, the gene expression correlation analysis indicates that all single-cell clusters in both populations are very well separated by CSM gene expression (Fig. 4F). 

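The 56 CSM genes gave the highest accuracy of the classes for clock neurons, 87.4% (random sets 40.0%, 30.5% to 50.2%), and for 10X Chromium DANs, 75.9% (33.5%, 24.6% to 44.9%). In CEL-seq2 DANs the accuracy was 57.0% (26.0%), below that of TFs, over 13 and 15 clusters. A Pearson classifier narrowed this to 67.5% for CSMs and 69.2% for TFs. At 1000 UMIs per cell the CSM accuracies were 60.7%, 53.6% and 30.7%, and in clock neurons neuropeptides stood above them at 64.9%. The classes differ in size, and with 19 genes per class the medians of CSMs were 64.0%, 60.3% and 39.0%. Over 100 draws the value for clock neurons ran from 47.6% to 78.9%, a range that holds the accuracy of neuropeptides, and the value for CEL-seq2 DANs ran from 17.8% to 57.0%, a range that holds the 45.0% of TFs. Spearman's rho had a median of 0.495 for clock neurons and 0.580 for DANs, against the paper's 0.604 and 0.535 from Table S2. The paper concludes from its correlation analysis that CSM expression separates the clusters of both populations very well.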

Notably, this class of molecules includes the Dpr (defective proboscis extension response) and DIP (Dpr-interacting protein) protein families. Each clock neuron and DAN cluster expresses a specific combination of *dpr* and *DIP* genes (fig. S10, A and B), similar to previous findings on clock neurons (*19*).

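At 0.5 TP10K, the minimum that the paper sets for genes in its cycling analysis, a 10X Chromium cluster expressed 18.4 ± 4.73 of 31 *dpr* and *DIP* genes (SD over 43 clusters), 15.3 ± 4.82 in clock neuron clusters and 20.8 ± 2.98 in DAN clusters. No 2 clusters had the same set among 903 pairs, and the closest pair differed in 2 genes. Between the ZT02 and ZT14 libraries, the set of the same cluster differed in a median of 2 genes (at most 8) over 39 clusters, and those of different clusters in a median of 9. The set of a cluster in one library was nearest to that of its own cluster in the other library for 33 of 39 clusters. At 0.25 and 1 TP10K a cluster expressed 21.1 and 14.4 of the genes, again without any pair alike. Clock cluster 2 expressed 0 of the genes.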

To begin addressing the function of these molecules in the adult central brain, we focused on *DIP-beta*. Profiling experiments indicate that its transcript is highly enriched in adult small LNv (s-LNv) clock neurons (*19*). Consistent with this observation, DIP-beta–GAL4 strongly expresses in adult (7-day) s-LNvs (clock neuron s-LNvs) but rarely and then only weakly in large LNvs (clock neuron l-LNvs; Fig. 5A). To address function, we used the only available RNA interference (RNAi) line against *DIP-beta*. Quantitative reverse transcription polymerase chain reaction (RT-PCR) from sorted neurons indicates that this RNAi line reduces *DIP-beta* mRNA expression by more than 90% (Fig. 5B). We then used this RNAi line and pdf-GAL4 along with the classic tubulin-GAL80^ts^ system to knock down *DIP-beta* levels in s-LNvs during adulthood. As the l-LNvs express little or no *DIP-beta*, RNAi knockdown of DIP-beta using pdf-GAL4 should primarily affect s-LNv function. As there is substantially reduced nighttime sleep in this line at the nonpermissive temperature (when GAL80 is inactive), *DIP-beta* likely functions within adult s-LNvs to help these neurons promote nighttime sleep (Fig. 5, C and D). In summary, the data here indicate that neuronal connectivity molecules—neuropeptides (for clock neurons), CSMs, and GPCRs—constitute important classes of neuronal identification molecules in the adult fly nervous system, at least for clock neurons and DANs.

**Fig. 5.**
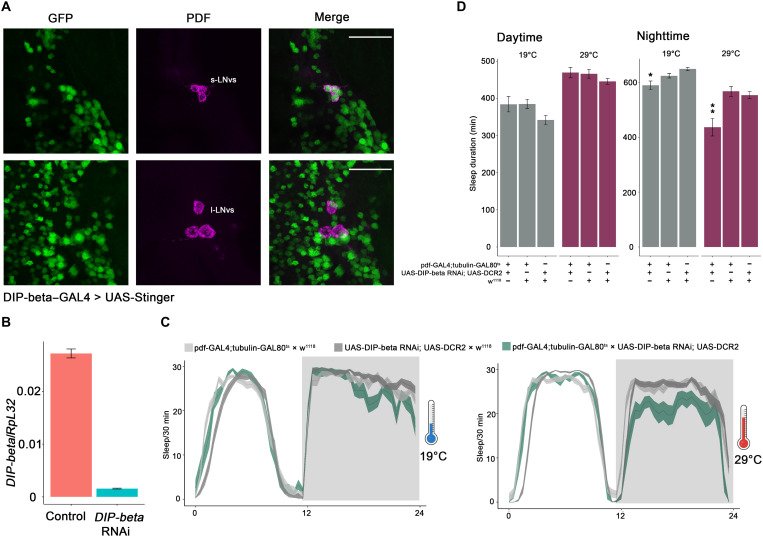
DIP-beta expression in s-LNvs promotes nighttime sleep. (**A**) Confocal stack of images showing antibody staining for GFP (left), PDF (middle), and the merged image (right) in DIP-beta–GAL4 > UAS-Stinger fly brains. Seven-day-old flies were used for the immunohistochemistry. Scale bars, 30 μm. (**B**) Quantitative RT-PCR showing the efficiency of *DIP-beta* RNAi. The RNAi line was crossed with nSyb-GAL4; UAS-EGFP, about 1000 neurons from the control and experimental groups were collected by FACS machine. The cDNA was generated by Smart-Seq3 protocol before the quantitative RT-PCR. The error bars represent SEM. (**C**) Sleep plots of pdf-GAL4; tubulin-GAL80^ts^–driven *DIP-beta* RNAi line (blue) and controls (gray). The flies were raised at 18° before the baseline sleep was recorded at 19° and 29°. The solid lines represent the averaged sleep amount, and the shading represents SEM for each time point. (**D**) Quantification of total sleep duration of pdf-GAL4; tubulin-GAL80^ts^–driven *DIP-beta* RNAi line and controls during the daytime and nighttime. Data are represented as means ± SEM. *P < 0.05 and **P < 0.01 by one-way analysis of variance (ANOVA) test.

## DISCUSSION

There are about 75 *Drosophila* clock neurons on each side of the adult fly brain. They are defined by their common features, most notably cycling circadian gene expression. They had been divided into small subgroups based on their distinctive anatomical locations and projection patterns, and some had also been distinguished on the basis of immunohistochemistry, namely, the expression of specific neuropeptides and neuropeptide function. However, the advent of single-cell RNA sequencing and the ability to comprehensively profile gene expression have been game changers for neuron characterization (*48*, *49*); our profiling of fly clock neurons with CEL-seq2 increased by approximately a factor of 2, the number of clock neuron subgroups compared to previous definitions. Other features were also notable, especially the spatial and temporal regulation of cell surface proteins (*19*).

To bring some perspective to our previous clock neuron characterization, we assayed here DANs. They were chosen because they are about as numerous as clock neurons in the adult fly brain and because they are arguably the best studied neurons in fly behavior. We first characterized DANs with CEL-seq2, identically to our previous clock neuron work. 

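By correlation with Table S2, 3777 cells of the series were matched to DAN clusters, 2826 from 10X Chromium and 951 from CEL-seq2. The number was 3875 at a correlation minimum of 0.4, 3245 at 0.6, 3502 with all 338 genes and 3738 with Leiden clusters. Cells of clusters that the paper left out may be among them, since all deposited cells of the series were matched. In 10X Chromium 74.1% of these DANs had a *Vmat* UMI (exact binomial interval 72.4% to 75.7%), against 14.0% of clock neurons. At a correlation minimum of 0.7, chosen after the data were seen, 1665 DANs were matched in 10X Chromium, of which 92.1% had a *Vmat* UMI (90.7% to 93.4%).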

We then profiled together the transcriptomes of 1979 DANs and 2564 clock neurons (4543 high quality single cells in total), purified from a single strain expressing green fluorescent protein (GFP) in DANs and in clock neurons. By assaying the two populations together, batch effects were eliminated; we also used a different sequencing method for this dual assay, 10X Chromium. This strategy allowed our previous detailed characterization of clock neurons with CEL-seq2 to serve as a benchmark against which the DAN data as well as the new clock neuron data and the 10X sequencing approach could be compared. The 10X sequencing performed very well compared to CEL-seq2: Expressed genes per cell were almost identical, and CEL-seq2 had only about twice as many transcripts/gene (fig. S11).

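For DANs, the population assayed by both methods here, the median number of genes per cell was 2313.5 ± 199 in 10X Chromium (SD, n = 2 libraries) and 2080 ± 249 in CEL-seq2 (SD, n = 23 libraries). The ratio was 1.11, a difference within the spread between libraries (exact permutation test over 300 splits, two-sided, p = 0.21). The UMIs per cell were 7965.5 ± 1570 (n = 2) and 11084 ± 2436 (n = 23), a ratio of 0.719 (exact permutation p = 0.0933). By the mean in place of the median of each library that ratio was 0.643 (exact permutation p = 0.0133). CEL-seq2 gave 5.35 ± 0.610 UMIs per detected gene (SD), 1.58 times the number in 10X Chromium (exact permutation p = 0.00333, the smallest p that 300 splits can give). With every cell thinned to 2000 UMIs, 10X Chromium detected 1050 ± 9.90 genes and CEL-seq2 840 ± 25.6, a ratio of 1.25 (exact permutation p = 0.00333, again the smallest possible). Cells with fewer UMIs, 137 and 71 in the ZT02 and ZT14 libraries, were left out of the thinned values. All CEL-seq2 libraries carried the TH-GAL4 driver alone and all 10X Chromium libraries the combined line, so that method and fly line are not separated here. From the genes per cell and the transcripts per gene the paper concludes that 10X Chromium performed very well compared to CEL-seq2.

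**Figure D4:**
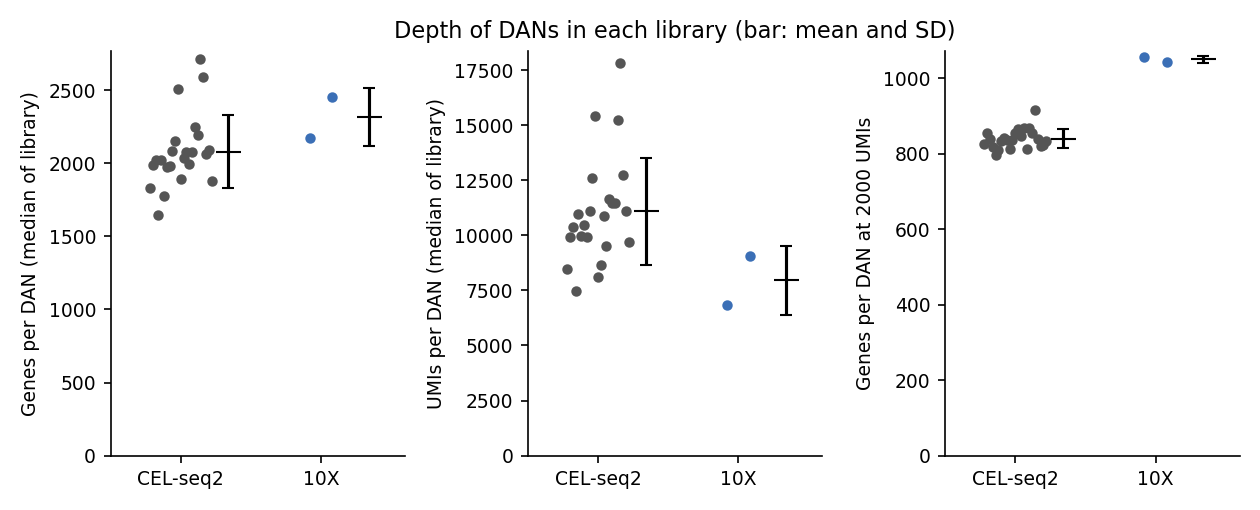
Genes and UMIs per DAN as the median of each library, and genes after thinning to 2000 UMIs, for 10X Chromium and CEL-seq2. Points are libraries and bars the mean and SD, and at 2000 UMIs the libraries of 10X Chromium, with a mean of 1050, lie above every CEL-seq2 library, of which the highest has 916.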

It is reassuring that an unsupervised clustering algorithm identified all 17 previously defined clock neuron groups in the pooled dataset (*19*). There are, however, 19 clock neuron clusters in the new data, because two previous single clusters are now divided into two clusters. As the Clk856-GAL4 driver used for clock gene expression expresses in 45 neurons per hemisphere, 45/17 to 19 clusters are ~2.5 neurons per cluster. Using this complexity as a benchmark, the results show that DAN heterogeneity is nearly identical. 

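At equal numbers of cells and equal depth, 979 clock neurons and 979 DANs of 10X Chromium were drawn 10 times, thinned to 1000 UMIs per cell and clustered by the Leiden method at a resolution of 2. The clock neurons fell into a median of 20 clusters (19 to 21) and the DANs into 27 (25 to 28), a difference of 7. At a resolution of 1 the medians were 17 and 21.5, and at a resolution of 4 they were 26 and 35. Without thinning, all 1224 matched clock neurons gave 33 clusters and all 2826 DANs gave 58. The number of clusters found thus depends on the resolution and the depth, and in every setting tried it was higher for DANs. The paper compares neurons per cluster, not numbers of clusters, and by its counts TH-GAL4 labels more neurons per hemisphere than Clk856-GAL4. A higher number of DAN clusters is therefore not by itself a difference from its statement.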

The TH-GAL4 dopaminergic driver expresses in 63 DANs per hemisphere, which were categorized into 24 DAN clusters with an average of 63/24 to 2.6 neurons per cluster. Many of these clusters correspond to known DAN subsets, whereas others express discrete marker genes. They should facilitate further anatomical identification and functional studies.

If the numbers are characteristic of all 140 DANs per hemisphere, then there are at least 50 to 60 different DAN transcriptome types per hemisphere. This level of heterogeneity is not very different from the classification of neuron morphology and connectivity based on the hemibrain EM dataset (fig. S12, A and B) (*1*), suggesting that the latter has a gene expression underpinning. In this context, Waddell and colleagues (*50*) have identified 20 PAM-γ5 subtypes by anatomy, and it would be expected if many/most of these anatomical subtypes are also discrete by transcriptional profiling.

A detailed comparison between the DAN and clock neuron heterogeneity data and the hemibrain EM heterogeneity data is difficult. This is because the average numbers from the EM study accommodate very different kinds of heterogeneity and neurons (fig. S12, A and B). Moreover, these numbers are continually being updated. We know, for example, that the seven described categories of circadian neurons are underestimate. For example, recent anatomy and connectome analyses of the six LNd clock neurons indicate that they fall into four different groups based on anatomy rather than one group with six neurons; these four groups precisely match our previous classification based on gene expression (*19*, *51*).

This complexity of the adult fly brain transcriptome including that of CSM expression is not predicted by previous results. Although there is even greater diversity in *Drosophila* visual and olfactory neurons during developmental wiring, it is not maintained in the adult, especially between visual system neurons that only differ in their connectivity and perform very similar functions (*7*, *9*–*12*). The visual system may therefore not be characteristic of most central brain neurons. Moreover, whole fly brain single-cell sequencing efforts identified only a single DAN and a single clock neuron cluster (fig. S13, A to C). The very recent whole fly cell atlas indicates more heterogeneity, but the identified circadian cells are predominantly from photoreceptor, cone, and epithelial cells (fig. S13, D and E) (*4*, *5*, *8*); there is no indication of the known clock neuron complexity within the central brain [e.g., (*19*)]. It is likely that these data are too shallow and specific cells insufficiently numerous to reveal the many clock and dopaminergic central brain neuron groups. Transcriptomic definition of cell type from the adult fly central brain may require at least 1 million cells, many more than what has been done to date in whole brain and whole fly studies (*3*–*5*, *8*). One million cells would be sufficient to profile 30 to 100 copies of the perhaps 10,000 to 30,000 different cell types indicated by the EM connectome of the fly brain. An alternative approach is to use cell or nuclear purification from a very large number of specific drivers as we have done here for two drivers.

It is expected that DANs manifest so few cycling transcripts compared to clock neurons (fig. S5), as DANs probably lack a molecular clock (*31*). In this context, recent in vivo calcium imaging shows that some DAN subgroups exhibit cycling neural activity rhythms, which are apparently driven by upstream clock neurons (*52*, *53*). This might make the small number of DAN cycling transcripts of interest, reflecting perhaps previously unidentified or already known activity-regulated genes (*54*). However, defining this cycling gene expression with certainty is currently challenging when the number of cycling transcripts is so low and the proper criterion for cycling gene expression uncertain (fig. S5).

Both drivers, Clk856-GAL4 and TH-GAL4, fail to express in a substantial fraction of their expected patterns, presumably because they are simply missing important regulatory information that normally dictates clock or pale (TH) expression. The Clk856-GAL4 driver expresses in only a few DN3 clock neurons despite expressing in all clock neurons with well-characterized functions. The enigmatic DN3s constitute about half of the clock neuron population, 30 to 40 cells per hemisphere. The TH-Gal4 driver also fails to express in about half of the fly brain DANs, about 78 of 141 neurons per hemisphere. These missing DANs include most of the numerous PAM DANs, i.e., TH-GAL4 expresses in only 13 PAMs per hemisphere rather than the known 100 PAMs per hemisphere. These missing neurons may account for some of the data shortcomings and the few differences between the clock neuron and DAN populations. For example, there is much more neuropeptide transcript expression in clock neurons than in DANs (Fig. 3). This is presumably why neuropeptide expression can define clock neuron clusters much more successfully than DAN clusters (Fig. 3C). This distinction may be less notable if DN3 clock neurons express relatively few neuropeptide transcripts compared to Clk856-GAL4–positive clock neurons and/or if the missing DANs express many neuropeptide transcripts compared to the DANs identified by TH-GAL4. In any case, it is uncertain whether the current characterization of neuropeptide expression in clock neurons or in DANs reflects the general case for the fly brain if, indeed, there is one. It is also uncertain whether the mammalian suprachiasmatic nucleus is similar to fly brain clock neurons, namely, an apparently richer source of neuropeptide expression than elsewhere in the mammalian brain (*55*).

TFs also separate clock neuron clusters more successfully than DAN clusters (fig. S9B). In contrast to neuropeptide transcript expression, however, there is no indication that TF expression is different between DANs and clock neurons; the heatmaps appear similar, and the relevant GO term is even more highly ranked in DANs than in clock neurons. Perhaps DAN definition is more dependent on TF expression during development than clock neurons definition.

We were surprised to find that neuron connectivity molecule transcripts are the best definers of neuron identity for DANs and for clock neurons. CSMs are even superior to TFs for clock neuron definition (compare Fig. 4E with fig. S9). We had previously found that GPCRs can identify clock neurons (*46*), and these data extend this conclusion to DANs. This ability to define adult neuron subtype is particularly notable in the case of neuropeptides and GPCRs. This is because there are relatively few of these genes in the set of 338 highly variable genes that are used to cluster the cells (Fig. 4B), many fewer than the number of CSM genes. The success of GPCRs recalls the area code hypothesis, a transmembrane receptor cell surface code for embryo assembly (*56*), as well as the success of neuropeptides and GPCR pairs in cortical neuron definition (*57*).

Neuropeptides define very well only clock neurons, reflecting no doubt the relative abundance of specific neuropeptide gene expression in clock neurons, whereas GPCRs do equally well in defining DANs and clock neurons. It is therefore tempting to speculate that there is more intraclock neuron circuit communication between neuropeptides and GPCRs, as known for PDF and PDF receptor, whereas DAN GPCRs are stimulated by ligands that come principally from non-DAN sources.

CSMs are critical for nervous system wiring during development, best illustrated by their remarkably complex expression patterns during fly visual system development. As an example, the Dpr proteins have affinity for specific partner DIP proteins, which together help drive synapse specificity during visual system development (*47*, *58*). These adult data suggest that CSMs are also important for wiring specificity and/or synaptic strength in the adult brain. Perhaps plasticity, responding to different environments, is also dependent on these molecules.

As a first test of the hypothesis that CSM expression is important in the adult, knocking down *DIP-beta* expression in adult ventral lateral neurons (LNv) neurons results in substantially reduced nighttime sleep (Fig. 5). This is consistent with the early night peak expression of *DIP-beta* in small ventral lateral neurons (s-LNvs) (*19*) and suggests that CSMs play a prominent role in adults same as they do during the development. It is known that LNv neuronal activity regulates the total amount of sleep and the rate of sleep onset (*59*). The LNv neuropeptide PDF is activity promoting, but the s-LNvs also express short neuropeptide F (sNPF), which is sleep promoting (*59*, *60*). As a recent study indicates unexpectedly complex regulation of neuropeptide release from s-LNvs (*61*), *DIP-beta* knockdown may interfere with the proper interaction of LNvs with downstream partner molecules and neurons and thereby affect normal neuropeptide function from s-LNvs and as a consequence nighttime sleep level. Although these observations need to be extended to other molecules, to morphology, to DANs, and eventually to additional classes of adult neurons, our findings emphasize the importance and broad reach of neuron connectivity molecules. They extend from anatomy and brain wiring to specific gene expression patterns and even now to the behavioral repertoire of individual adult brain neurons.

## MATERIALS AND METHODS

### Fly strains and rearing

Flies were reared on standard cornmeal medium with yeast under 12:12 LD conditions at room temperature. The fly lines used in this study are listed in table S1. Equal numbers of males and females were used in all the single-cell RNA sequencing library preparation.

### Fluorescence-activated cell sorting

We used enhanced GFP (EGFP) to label the targeted neurons. Flies were entrained in 12:12 LD cycles at 25°C conditions for 3 days before dissection. For CEL-seq2 experiments, time points were taken every 4 hours within a day, and ZT02 (2 hours after lights on) and ZT14 were used for the 10X Chromium experiment. Fly brains were dissected in cold dissection saline [9.9 mM Hepes-KOH (pH 7.4), 137 mM NaCl, 5.4 mM KCl, 0.17 mM NaH_2_PO_4_, 0.22 mM KH_2_PO_4_, 3.3 mM glucose, and 43.8 mM sucrose] with neuronal activity inhibitors (20 μM 6,7-dinitroquinoxaline-2,3-dione, 0.1 μM tetrodoxin, and 50 μM d,l-2-amino-5-phosphonovaleric acid). The brains were digested with papain (50 U/ml, ~2 μl per brain; Worthington Biochemical, #LK003176) at room temperature for 30 min. Brains were then resuspended and washed twice with ice-cold active Schneider's *Drosophila* Medium (SM) medium after the digestion. To get the single-cell suspension, we used flame-rounded 1000-μl pipette tips with different sized openings and triturated the brains until most of the tissues were dissociated. The resulting cell suspension was filtered by a 100-μm sieve. Hoechst dye (one drop per 0.5 ml of sample; Invitrogen, #R37605) was added into the sample tube to stain the nucleus before the single-cell sorting. A BD Melody fluorescence-activated cell sorting (FACS) machine in single-cell sorting mode was used for cell collection. Only the GFP- and Hoechst-positive single cells were collected. The collection devices were kept at 5°C constantly during the sorting process.

### Single-cell RNA library preparation by modified CEL-seq2

We used our previous modified CEL-seq2 method for the single-cell RNA sequencing of DANs at multiple time points. Briefly, single DANs were first sorted into 384-well plates prefilled with 0.6 μl of primer mix (dNTP and primers), and plates with sorted cells were centrifuged at 3000*g* for 1 min at 4°C and then stored in −80°C until further processing. There are 96 poly-T tailed primers in our method with which we can make four libraries from a 384-well plate. To increase the throughput, we used an Eppendorf epMotion liquid handler to dispense first-strand synthesis reagents and second-strand synthesis reagents mixes. cDNA from the same primer set was pooled together and cleaned by 0.8-fold AMPure beads before the in vitro transcription (overnight). Antisense RNA was converted to double-stranded DNA with a random primer and T7-RA5 primer. The resulting cDNA underwent another final second round in vitro transcription (IVT) step at 37°C overnight was followed by ExoSAP treatment (Affymetrix 78200) for 15 min at 37°C. Other steps were performed as described in the CEL-seq2 protocol.

### Single-cell RNA library preparation by 10X Chromium

The same method was used to make the single-cell suspension as described above. We first collected GFP- and Hoechst-positive single cells in a 1.5-ml Eppendorf tube with 0.3 ml of collection buffer [phosphate-buffered saline (PBS) + 0.04% bovine serum albumin]. The cells were spun down on a centrifuge by 700*g* for 10 min. We used the Chromium Single Cell 3′ Kit (v3) of 10X Genomics. The libraries were prepared according to the standard user guide (CG000315 Rev. B) from 10X without any modifications.

### Library sequencing and raw data processing

Both the CEL-seq2 libraries and 10X libraries were sequenced by Illumina NextSeq 500 with the High Output Kit v2.5 (75 cycles). zUMIs and Cell Ranger were used to map the sequencing data to the *Drosophila* genome (dm6) and count the reads from CEL-seq2 and 10X Chromium separately (*33*). Only the alignments to annotated exons were used for UMI quantitation.

The sequencing depth in CEL-seq2 and 10X are different, so we used two different criteria to filter out low-quality cells in CEL-seq2 and 10X experiments before the clustering analysis. For the cells in CEL-seq2 experiment, we used the following criteria: (i) fewer than 500 or more than 6000 detected genes (where each gene had to have at least one UMI aligned); (ii) fewer than 4000 or more than 75000 total UMI; and (ii) gene expression entropy smaller than 5.0, where entropy was defined as −nUMI x* ln*(nUMI) for genes with nUMI > 0, where nUMI was a number of UMI in a cell. For the cells in 10X experiment, we used the following criteria: (i) fewer than 300 or more than 3500 detected genes (where each gene had to have at least one UMI aligned), (ii) fewer than 1000 or more than 55,000 total UMI, and (iii) gene expression entropy smaller than 5.0. We used Scrublet to detect the possible doublets in the 10X experiment; these cells were excluded from the following analysis.

### Dimensionality reduction and clustering

The method used for single-cell clustering has been described previously (*19*). Briefly, we integrated the cells from different methods and time points using integration functions from the Seurat (version 3.0.2) package (*62*). First, we separated the single-cell data by methods and time points and used the SCTransform function to transform data using the normalization and variance stabilization of counts. The batch effect was removed by regressing out numbers of genes, UMIs, detected genes per cell, sequencing batches, and percentage of mitochondrial transcripts. We computed 3000 variable genes at each time point and method and found a subset of variable genes that were common to eight conditions (six time points from CEL-seq2 and two time points from 10X). From this set of common variable genes, we removed the mitochondrial, ribosomal, and transfer RNA genes. The resulting genes were used for integrating data using Seurat *FindIntegrationAnchors* and *IntegrateData* functions. Last, we performed principal components analysis (PCA) on scaled gene expression vectors (*z* scores) and reduced the data to the top 49 PCA components. This analysis resulted in 70 initial clusters, we next filtered the clusters on the basis of the following criterion: First, all clusters must have cells from CEL-seq2 and 10X; second, among the CEL-seq2 data in each cluster, there should be cells from all time points throughout the day; last, clusters with low number of genes and transcripts were excluded. The cells in confident clusters were iterated one more time for the clustering as described above. We visualized the data using *t*-distributed stochastic neighbor embedding (t-SNE) except where indicated specifically and reported a relative, normalized number of UMIs in a cell as TP10K (transcripts per 10 thousand transcripts).

### Differentially expressed genes in each cluster

The Seurat *FindAllMarkers* function with a negative binomial generalized linear model was used to identify the differentially expressed in each cluster. The *P* values were adjusted for multiple hypothesis testing using Bonferroni method. We used an adjusted *P* value significance of 0.05 and fold change cutoff of 1.25 as the threshold of significant differential expression.

### Matching single-cell and bulk RNA sequencing in DANs

The bulk RNA sequencing results from different DAN subgroups were downloaded from (*41*). Only the results from FACS-sorted samples were included in the current study. We first computed the enriched marker genes in DAN clusters by *FindAllMarkers* function from Seurat. The top 50 enriched genes from each cluster were used to compute the gene expression correlation between single-cell and bulk RNA sequencing result.

### Immunohistochemistry

Immunohistochemistry was performed on 3- to 7-day-old flies. Flies were fixed with 4% (v/v) paraformaldehyde with 0.5% Triton X-100 for 2 hours and 40 min at room temperature. Brains were dissected in phosphate-buffered saline with 0.5%Tween 20 (PBST) and then washed twice (10 min) in 0.5% PBST buffer with rotation. The 10% normal goat serum (Jackson ImmunoResearch) was used for blocking overnight at 4°C. Mouse anti-TH at 1:1000 dilution, rat anti-TIM at 1:200 dilution, and chicken anti-GFP antibody at a 1:1000 were used as primary antibody and incubated with the brains overnight at 4°C, and the brains were then washed twice (10 min) in 0.5% PBST buffer at room temperature. The corresponding secondary antibodies were added and incubated overnight at 4°C. Brains were mounted in VECTASHIELD (Thermo Fisher Scientific) and imaged on a Leica SP5 confocal microscope. The images were processed by ImageJ.

### Cycling transcripts analysis

JTK_CYCLE and Lomb-scargle (LS) methods from MetaCycle package were used for cycling transcripts analysis. The genes with an expression higher than 0.5 TP10K in each cluster were used for cycling analysis. Two different cutoffs were used to call a cycler: cycling amplitude (maximum expression divided by minimum expression) of at least 1.5-fold, a maximal expression of at least 0.5 TP10K, JTK cycle, and LS *P* values of less than 0.05 (loose criteria) or JTK cycle and LS Benjamini-Hochberg–corrected *q* value of less than 0.05 (stringent criteria).

### Behavior analysis

The flies were crossed and raised at 18°. Five-to 7-day-old male flies were used for the behavioral experiments and locomotor activity, and sleep of individual flies was measured by *Drosophila* activity monitors (Trikinetics Inc.), in which individual flies were placed into glass tubes with food (2% agar and 4% sucrose) on one end and a plug to close the tube on the other end. The flies were entrained under 12:12 LD conditions for at least 3 days. Each experiment was performed twice and got similar results. The activity and sleep analysis were performed with MATLAB. Statistical analysis was performed using a one-way analysis of variance (ANOVA) (www.statskingdom.com), and *P* < 0.05 compared to all control groups was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

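Single cells were sorted from brains of flies in which TH-GAL4 labelled DANs and profiled by CEL-seq2 at ZT02, ZT06, ZT10, ZT14, ZT18 and ZT22, in 4 libraries at each time point but ZT10, which had 3. Cells of a line that carried TH-GAL4 and Clk856-GAL4 together were profiled by 10X Chromium at ZT02 and ZT14, in 1 library each. The authors deposited UMI counts per gene and cell, as whole numbers without normalization. As they state, reads were mapped to dm6 and UMIs on annotated exons were counted, by zUMIs for CEL-seq2 and by Cell Ranger for 10X Chromium, and cells outside limits on genes, UMIs and gene expression entropy were removed before deposit, as were doublets that Scrublet called in the 10X Chromium data. A further 2325 columns of per-cell values, which hold CEL-seq2 clock neurons of an earlier study, were not used here, so clock neurons were analysed from the 10X Chromium libraries alone. The cells were used as deposited, with no further filter on cells and without the 91 spike-in rows. Of the 17087 gene rows left, 2217 had no UMI in the cells used, and 16849 (98.6%) were found by symbol in the BDGP6.54 annotation, from which coordinates were taken.

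Levels are given in TP10K, the UMIs of a gene per 10000 UMIs of a cell or of a sum of cells. The file gives no cluster per cell, so each cell was matched to the 43 clusters of Table S2 by Pearson correlation on log2(TP10K + 1), with a correlation minimum of 0.5 and a lead of 0.01 over the next cluster. A set of 21 genes was held out of this correlation so that their levels could be reported, and for the comparison of gene classes the genes of the class under test were held out as well. Table S2 means are the paper's values and were otherwise only used as such. Sums over cells, not cells, were the units of every test, because cells of a library are not independent replicates.

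Clock neurons and DANs of the 10X Chromium libraries were compared on 4 sums with the library as a block. Clusters were compared on sums of at least 5 cells per cluster and library, with the library as a block, or in CEL-seq2 per cluster and time point with the time point as a block, in which case a cluster needed 3 time points or more. Time of day was tested on 23 library sums of the CEL-seq2 DANs by the cosine and sine of a 24-hour period. These models were fitted with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3, and every adjusted p is from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment unless DESeq2 1.42.0 is named. Genes were called at an adjusted p under 0.05 and a fold change of at least 1.25, or a peak to trough of at least 1.5 for time of day. A standard error is the size of the log2 fold change divided by the square root of F, and is given for called genes. Gene sets were tested with camera and fry of limma 3.58.1. Between ZT02 and ZT14 of the 10X Chromium libraries no p is given, since neither time point has a replicate, and ratios carry exact Poisson intervals at 95%. Shares of cells carry exact Clopper-Pearson intervals at 95%. Both kinds of interval cover counting error only. Methods were compared by exact permutation tests of library medians, two-sided, over the 300 splits of 25 libraries into groups of 2 and 23.

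Thinning drew UMIs of a cell at random without replacement, to 2000 UMIs for genes per cell and to 1000 UMIs elsewhere. The classifier of clusters used Poisson likelihoods of the genes of a class with 0.05 TP10K added to each cluster mean. Clusters were found without reference by the Leiden method in scanpy 1.11.5 with leidenalg 0.10.2, and highly variable genes by Seurat 5.3.0 with sctransform 0.4.2, 3000 per dataset. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

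The genes reported by name were those that the paper's text names for expression in these cells, markers of cell classes (dopaminergic, clock, serotonergic, tyraminergic or octopaminergic, glial, photoreceptor and cholinergic), and for each test across all genes the 5 in each direction with the largest log2 fold change, or for time of day the 5 with the smallest adjusted p. Genes named outside this rule, in the chromosome segment raised at ZT18 and in the lists of largest marker changes, were chosen after their values were seen.

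Depth sets the precision of these values. The 10X Chromium cells had a median of 7156 UMIs and the CEL-seq2 cells 9759.5, and a gene with no UMI in a class of cells is given a bound computed from 3 counts over the class. A library was compared with the others of its time point only where the gene had at least 10 UMIs in the group of 4 libraries. The numbers of the libraries do not pair them across time points, which was checked by correlating the deviations of libraries with the same number (r from -0.0717 to 0.0305 over 8 pairs and 2000 genes), so no pairing was used.

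The methods were tested on simulated data drawn from the gene means and sums of these libraries, with edgeR's trended dispersion, or a fixed dispersion for cluster markers. Of 198 genes changed 4-fold between clock neurons and DANs, 98.5% were called by edgeR, with 3.47% of the calls false, and 92.9% by DESeq2. Of 198 genes given a 3-fold peak to trough, 81.3% were called, 70.7% with the collection batch as a block, 65.7% with time points as a factor, 79.8% by DESeq2 and 1.01% with the library index number as a block. Markers changed 4-fold in 1 cluster were called in 87.8% of cases in CEL-seq2 and in 65.8% in 10X Chromium, where 11.0% of the calls were false. Of 200 gene sets without a change, 0% had a camera p under 0.05 and 6% a fry p under 0.05, while the changed set had a fry p of 0.0262. The classifier placed 100% of simulated cells correctly from genes that differ, and 3.99% with cluster names shuffled, where chance gives 5%. Cells drawn from the profiles of Table S2 at 1000 UMIs were matched in 99.1% of cases, and 99.9% of those matched were placed in their own cluster.

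Alternatives covered the correlation minimum, the genes used to match, Leiden clusters in place of single cells, the filter on low counts, DESeq2 in place of edgeR, blocks, thinning, minimum cells per sum, the size of gene classes, another classifier or correlation, and each library or time point left out. A correlation minimum of 0.7, DANs restricted to cells with a *Vmat* UMI, ribosomal RNA and mitochondrial rows left out, all ZT18 libraries left out together, each 10X Chromium library alone for cluster markers and clock cluster 2 left out were chosen after the data were seen. The paper's imaging, its GO analysis, cycling in clock neurons and the clock neurons of the earlier study were not analysed here.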

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

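Of the tests in this part, only the one of whether a few cells hold most UMIs of a gene was set out before the values were seen; those on the chromosome 3R segment and on cluster 2 were chosen only after the result was seen.

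In 129 groups of 4 CEL-seq2 libraries of a time point, covering 29 quantities, 14 groups had 1 library farther from its neighbours than 95% of random groups of 4 would show. Chance singles out about 1 group in 20, or 6.45 of these, so several of the 14 may be chance alone. The library ZT18 number 16 had the deepest DANs of its time, with a median of 15234 UMIs against 11451 to 11653 in the others of ZT18. Most of the others were single genes in DANs that were high in 1 library. *Nos* stood at 0.644 TP10K in ZT18 number 14 (0.117 to 0.201 in the other libraries of that time), *Dh44* at 16.0 in ZT18 number 16 (1.19 to 1.97), *Nplp1* at 7.05 in ZT14 number 6 (3.64 to 4.17), *Gpb5* at 1.56 in ZT06 number 5 (0.309 to 0.404) and *Proc* at 22.8 in ZT22 number 16 (0.294 to 1.73). *Ms* stood out at 4 time points, at 44.3 TP10K in ZT02 number 2 (1.73 to 4.22), 113 in ZT06 number 5 (1.39 to 4.41), 24.2 in ZT18 number 13 (0.286 to 1.32) and 3.01 in ZT22 number 13 (0.109 to 0.259). *Pdp1* was high at 18.7 TP10K in ZT18 number 13 (10.3 to 11.7). The low values were *AstC* at 25.5 TP10K in ZT14 number 5 (38.5 to 40.9), *Pdp1* at 15.5 in the same library (16.2 to 16.3) and *CG31231* at 0.0874 in ZT18 number 13 (12.4 to 14.4).

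For 7 of the 10 high pairs of gene and library, a few cells with most of the UMIs is a candidate explanation, since 2 cells held at least 67.1% of the UMIs of the gene there. The share of the top pair of cells ran up to 95.3% for *Proc*, with 91.0% and 89.2% for *Ms* at ZT22 and ZT06, and its median over the 10 was 73.2%. The exceptions were *Nos* (63.0%), *Nplp1* (36.1%) and *Pdp1* (18.0%). Depth does not single out these libraries, since 1 of them alone, ZT18 number 16, was also far off in UMIs per cell. It stays open whether such cells are rare neurons that express the peptide or carry over RNA of other cells, and no biological explanation was tested, since libraries of 1 time point share every condition of the design.

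In the CEL-seq2 DANs, 82 of 5341 genes were at least 4-fold higher at ZT18 than in the mean of all libraries of other times, against 1 to 8 genes when each of the other times was taken in the same way, and 26 of them lay in 1 Mb of chromosome 3R. This region is outside the genes that the paper discusses, and 10000 random draws of as many tested genes put at most 8 in any 1 Mb (median 4). The raised genes span 18591027 to 18981324 (390 kb), make up 26 of the 31 genes tested there and lie on both strands (10 plus, 16 minus), among them *ChAT*, *Muc91C*, *CG31231* and *CR45996*. The end rests on *Smu1* alone, which was raised only in number 16 (2.50 TP10K, against 0.0874 to 0.270 in the other libraries of ZT18), and the raised gene before it, *CG18208*, ends at 18849224. The segment as a whole stood at 299 TP10K in DANs at ZT18 and at 31.9 at the other times. By library the level at ZT18 was 74.6 (number 13), 475 (number 14), 388 (number 15) and 305 (number 16), whereas all libraries of other times lay between 24.0 and 40.8, and the 10X Chromium libraries stood at 14.4 and 16.8. In number 13 many genes of the segment lay far below the other libraries of ZT18. *CG31231* stood there at 0.0874 TP10K (12.4 to 14.4 in the others) and *CG7720* at 0.146 (15.1 to 22.8). Of the 69 genes called for time of day, 22 lie in this 1 Mb, and all of these but *sr* are among the raised genes.

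For the genes of this window, several sources are argued against by these values. Cells of another type, or their RNA, would raise their genes wherever these lie and would not place 26 of them in 1 window. For the raised genes elsewhere this was not tested, and other cells stay open. They include 8 genes from 2 to 3 Mb of X, as many as the highest random draw gave, and 4 each in 1 Mb of 2L (among them *Oatp33Ea*) and of 3L, so that the 3R segment does not account for all that was raised at ZT18. Other shares of DAN clusters at ZT18 would leave the level within a cluster alone, but the segment was raised at least 4-fold in 7 of the 8 DAN clusters with enough cells, by 6.40 to 12.9 times, and 3.65 times in the remaining one, cluster 26. A library of another time point of this series that was labelled ZT18 would carry the same segment elsewhere, but at most 2 genes of the window were raised in any library of another time. A change of the segment in the flies used, or DNA holding the segment in these samples, may explain the pattern on 3R. The dose of 1 added copy would not be enough, as *CG7720* rose from at most 0.0410 TP10K at any other time to 14.1. As either source requires, cells not matched as DANs showed it to the same extent, at 9.51 times the level of the other times (337 against 35.4 TP10K), beside 9.38 in DANs. The deposited counts hold no reads, so a change in the DNA and a regulated change in RNA across the segment were not separated, and a response to time of day at ZT18 in DANs and other cells alike stays open as untested. The ZT10 libraries, collected in the same batch as those of ZT18, stood at 28.8 to 40.8 TP10K.

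The 144 cells of 10X Chromium matched to clock cluster 2 held *Gs2* at 13.9 TP10K, a glial gene that the paper does not discuss, against at most 0.300 in any other clock neuron cluster. Depth alone is argued against as the reason that neuronal genes were low there, since *nSyb* stood at 24.1 TP10K in cluster 38, where the median was 4438 UMIs per cell, and at 0.283 in cluster 2 with a median of 4665.5 UMIs. Glial cells, or neurons with adhering glial material, are a candidate explanation. Of 5 glial markers listed before the test, 3 (*Gs2*, *Eaat1* at 10.5 and *nrv2* at 6.27 TP10K) were higher than in every other clock neuron cluster, but *repo* and *alrm* had 0 UMIs, and *Eaat1* and *nrv2* were present in other clock neuron clusters at up to 1.74 and 0.555 TP10K. The cells also had *tim* at 3.81 TP10K and its rise at ZT14, so that clock-bearing cells of another kind stay open. The paper describes cluster 2 as holding cells of several clock neuron groups, and no biological explanation beyond these was tested.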

How the results depend on the processing

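Tests with a correlation minimum of 0.7, with DANs that had a *Vmat* UMI, without ribosomal RNA and mitochondrial rows, without all ZT18 libraries, without cluster 2 and with each 10X Chromium library alone for cluster markers were chosen only after the result was seen, while all other alternatives were set before the data were examined.

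Of 462 values computed under an alternative (392 set beforehand and 70 added later), 402 kept their direction and their side of the threshold, or stayed near the value reported, 56 moved, 1 became weaker, 3 became stronger and 0 reversed. Except where an alternative's construction shows it, the cause of a change was not tested.

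The number of genes called for time of day in the CEL-seq2 DANs, 69, was the least stable result. It was 16 with the collection batch as a block (15 of them among the 69), 774 with time points as a factor, 298 without the filter on low counts, 134 by DESeq2, 40 with Leiden clusters and 2 without the ZT18 libraries. With equal weights for the DAN clusters 50 genes were called, of which 44 were among the 69. Single libraries left out gave 33 to 93 genes, with 33, 34 and 42 without ZT18 number 15, 14 and 16 in turn, so that the count rests on the ZT18 libraries.

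With a replicate block, the library index number as a term, 33 genes were called for time of day, 18 of them among the 69. The index numbers were shown not to pair the libraries, and on simulated data this block lost nearly all true changes, so the value is no measure of stability. For clock neurons against DANs the library is a block in the reported fit, and without it 1281 genes were called in place of 2068.

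The other counts of genes moved less. Clock neurons against DANs gave 1228 genes by DESeq2 and 1228 to 2794 over all alternatives, 1420 without cluster 2, and 2059 or 2066 of the same 2068 genes moved the same way by at least 1.25-fold in a single library. Markers in 10X Chromium ran from 21721 to 25143 over all alternatives, including 22268 and 22468 of the called pairs in 1 library alone. Markers in CEL-seq2 were 3002 with 3 cells per sum, and 1627 to 1994 with 1 time point left out, at least 1393 of them shared with the 1944 reported. Leaving out time points gave 4 to 6 clusters for *VGlut*, 1 to 4 for *Nos* (1 without ZT14), 2 to 5 for *Dh44* (5 without ZT18), 3 to 4 for *Dh31* and *AstC*, 1 to 3 for *Ms* (1 without ZT06) and 2 for *DIP-beta*. The median log2 fold change of neuropeptide genes ran from 0.12 with the longer list to 3.38, with a camera rate of 7.37e-19 to 0.0292.

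Matching cells at a correlation minimum of 0.7 left 2197 DANs of 3777, by construction. With Leiden clusters in place of single cells, 6 DAN clusters held cells of both methods and 4 of them at all time points, where cells one by one gave 24 and 21. With all 338 genes used to match, the ratio of *tim* between ZT14 and ZT02 was 8.96. When 2 UMIs were required, cells with both *ple* and *tim* made up 4.00% of clock neurons and 0.778% of DANs, and without cluster 2 the share in clock neurons was 10.7%.

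In the comparison of methods, thinning to 2000 UMIs made the ratio of genes per DAN 1.25 and past the threshold (exact permutation p = 0.00333, the smallest that 300 splits allow), and the mean per library made the ratio of UMIs 0.643 (exact permutation p = 0.0133). Leaving out single libraries kept the ratio of genes between 1.04 and 1.18 (exact permutation p from 0.116 to 0.583) and that of UMIs between 0.618 and 0.819 (exact permutation p from 0.0761 to 0.333).

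The accuracy with which gene classes place cells moved with the size of the class. With 19 genes per class, the medians for clock neurons were 62.8% for GPCRs, 64.0% for CSMs and 44.3% for TFs, those for 10X Chromium DANs 35.5%, 60.3% and 44.9%, and those for CEL-seq2 DANs 36.6%, 39.0% and 45.0%, beside 70.4%, 26.8% and 23.7% for the 19 neuropeptides. At 1000 UMIs per cell CSMs gave 60.7%, 53.6% and 30.7% and TFs 49.6%, 50.5% and 41.3%, so that neuropeptides (64.9%) stood above CSMs in clock neurons. Neuropeptides in 10X Chromium DANs rose above 95% of the random sets at 1000 UMIs per cell (20.8%), and in CEL-seq2 DANs they fell below that mark with a Pearson classifier (18.5%). Pearson correlation in place of Spearman's gave a median of 0.168 for neuropeptides in clock neurons and 0.876 for GPCRs in DANs, and the other 6 medians moved by less than the spread over pairs. The excess of DAN clusters found without reference was 4.5 at a resolution of 1, 9 at a resolution of 4 and 25 without thinning, where the cells were also more numerous for DANs.

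Counted over 44 genes, the difference in neuropeptides per cluster ran from 0.226 to 1.24 and moved by less than its standard error over clusters (0.557). Over the 19 genes of Table S2 it ran from 0.590 to 1.41 around 1.20. Highly variable genes common to all datasets numbered 428 to 471 over the alternatives. No *dpr* and *DIP* set was shared by a pair of clusters at any of the minimums.

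Depth limits these results in several ways. A pair of 10X Chromium libraries allows no test of time of day in clock neurons. In CEL-seq2, 9 of 24 DAN clusters had too few cells to be compared. For *tim* the DANs of a CEL-seq2 library held 1 to 61 UMIs, and how many of these came from RNA of other cells was not measured.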

Differences from the paper's values

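The tests at a correlation minimum of 0.7 were chosen only after the result was seen.

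The paper reports 1979 DANs, while 3777 cells were matched to its DAN clusters here. The paper kept only cells of its 43 high-confidence clusters and left out those of its other clusters. Here all 6700 deposited cells of the series were matched, so cells that the paper left out may be among the 3777. The paper's text gives its number for the combined line, of which 2826 cells were matched here, which is within 1.5 times, while the total it belongs to is that of all 43 clusters in Fig. 1C. None of the alternatives set before the data were examined came within 1.5 times the paper's value: the number was 3875 and 3245 at correlation minimums of 0.4 and 0.6, 3502 with all 338 genes and 3738 with Leiden clusters. A correlation minimum of 0.7, chosen after seeing the values, gave 2197.

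The paper's marker test takes cells as replicates, whereas sums of cells per library were tested here. The clusters here may also hold cells that the paper left out, which bears on the numbers of clusters called. For *VGlut* the paper reports 4 DAN clusters, and 9 were called here. Of the alternatives set beforehand, matching with all 338 genes gave 4, while 10 cells per sum gave 8, DESeq2 and Leiden clusters 7, correlation minimums of 0.4 and 0.6 gave 9 and 10, and no filter on low counts gave 9.

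For *Nos* the paper reports 2 DAN clusters, and 10 were called here. All alternatives set beforehand gave more than 1.5 times the paper's number, from 6 with Leiden clusters to 11 without the filter on low counts, with 9 by DESeq2. The CEL-seq2 cells gave 2, the same clusters 19 and 26 that the paper names.

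For *Fer2* the paper reports 4 DAN clusters, and 8 were called here. Of the alternatives set beforehand, DESeq2 gave 6 and so came within 1.5 times, while Leiden clusters gave 7 and the remaining ones gave 8. A correlation minimum of 0.7, chosen after seeing the values, gave 5.

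Some statements on single genes also differ. The paper places *Dh44* alone among *Dh44*, *Nplp1*, *Gpb5* and *Proc* in DANs, in cluster 33. Here *Dh44* was called in cluster 33 and was higher in cluster 17, at 39.6 against 24.1 TP10K, and *Nplp1*, *Gpb5* and *Proc* were called in DAN clusters too, up to 17.6 TP10K in cluster 39, 3.15 TP10K in cluster 4 and 9.41 TP10K in cluster 41. In Table S2 the highest *Dh44* mean is that of clock neuron cluster 7 and the highest *Nplp1* mean that of cluster 34, where the highest levels here were in clusters 17 and 39. For *DIP-beta* in clock neuron cluster 1, Table S2 gives 3.02, where the level in 10X Chromium here was 0.280 TP10K. These values are from unlike cells, since the paper pooled CEL-seq2 clock neurons of an earlier study with the 10X Chromium cells of ZT02 and ZT14. Cluster 1 is that of the LNv as a whole, and the paper places *DIP-beta* in the small LNv, so 0.280 does not test that statement.

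The paper places *Dh31* in DAN cluster 19 alone and in a pair of clock neuron clusters. Both clock neuron clusters, 32 and 0, were the highest here, and 15 clusters were called in all, with *Dh31* at 30.2 TP10K in clock neuron cluster 1 and 14.6 in DAN cluster 41. *Ms* is placed by the paper in DAN cluster 17 alone. That cluster was the highest here at 183 TP10K, but cluster 37 stood at 7.43 TP10K. In CEL-seq2, where cluster 17 had too few cells to be compared, clusters 39, 30 and 41 were called. Single cells weigh on these calls. In ZT06 number 5, 2 cells of clusters 41 and 39 held 89.2% of the *Ms* UMIs of DANs. Pairs with a cell of cluster 30 held 82.3% in ZT02 number 2 and 70.0% in ZT18 number 13. Without ZT06, 1 cluster was called.

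The paper counts all of its clock neuron clusters as expressing *tim*. Here *tim* was called higher in 18 of the 19 and in no DAN cluster. The exception was cluster 34, at 0.846 TP10K (log2 fold change 0.78, adjusted p = 0.557), to which cells of the TH-GAL4 line were matched as well.

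The paper names connectivity molecules, which are CSMs, GPCRs and, for clock neurons, neuropeptides, as the best definers of identity. Over all genes of a class and at full depth, CSMs had the highest accuracy in clock neurons (at 1000 UMIs per cell neuropeptides did, at 64.9% against 60.7%) and in 10X Chromium DANs, and TFs had it in CEL-seq2 DANs, at 70.5% over 15 clusters against 57.0% for CSMs over 13 clusters. A Pearson classifier narrowed this to 69.2% and 67.5%. In DANs TFs also stood above GPCRs, at 70.6% against 37.4% in 10X Chromium and 70.5% against 37.0% in CEL-seq2. With 19 genes per class, the medians were 44.9% and 35.5% in 10X Chromium, with overlapping ranges over the draws (33.1% to 58.5% and 32.3% to 51.4%). By the median of Spearman's rho over pairs of DAN clusters, where a lower value sets clusters further apart, GPCRs were lowest at 0.455 (by Pearson correlation they were highest, at 0.876), and TFs at 0.564 were nearly level with CSMs at 0.580. The averages in the paper's Table S2 set them further apart, at 0.671 for TFs and 0.535 for CSMs, and Pearson correlation put the TFs here above the CSMs as well, at 0.608.

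Cluster 12 is a DN1p cluster in the text of the paper and an LPN cluster in its Table S2. The level of *Nos* was called higher there either way.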

Other observations

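Tests of free RNA, of cells without *Vmat* and of the ZT18 libraries as a whole were chosen only after the result was seen; the others were set out beforehand.

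Time of day in the CEL-seq2 DANs was weighed in several ways. Chance can be excluded as the source of the 69 genes, since of 100 random groupings of the libraries only 1, the real one, gave as many, and the others gave at most 56 with a median of 0. A 24-hour rhythm is not what the count requires. Of 60 orders of the time points, the real one included, 54 gave at least as many genes. The range over all 60 orders was 60 to 507 genes, with a median of 170. Differences between the 3 collection batches may contribute, as 15 of the genes stayed past the threshold with the batch as a block. Differences of the ZT18 libraries from all others are a further candidate explanation, since 2 of the genes stayed without them. Shares of DAN clusters that differ between libraries cannot be told apart from time of day, because equal weights for the clusters left 44 of the 69 genes, a share between the limits set beforehand for a count that does and one that does not depend on them. A rhythm in DANs, the biological reading that the design allows, stays open for *sr*, which was called without ZT18. For *NPF*, called there at an adjusted p of 0.0477, it cannot be told apart from shares of clusters, as the gene was not called with equal weights (adjusted p = 0.132) and DAN cluster 22, where it was highest in 10X Chromium, had 7 CEL-seq2 cells at ZT02 and 0 at ZT10.

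The marker calls of DAN clusters in CEL-seq2 exceed chance. Regrouping cluster names within each time point gave 9 to 97 calls with a median of 25, and of 25 groupings only 1, the real one, reached 1944.

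Free RNA in the droplets was weighed for *ple* in clock neurons of 10X Chromium. At 1000 UMIs per cell, 19.4% of cluster 2 had a *ple* UMI, against 5.56% of all clock neurons. Clusters 2 and 34 also had low depth before thinning, with medians of 4665.5 and 5796.5 UMIs. A fixed amount of free RNA per droplet would weigh more in such cells, so the shares do not decide on it. Cluster 38, at 4438 UMIs, had 0%, but in 15 cells (upper limit 21.8%). Free RNA stays open for these clusters and for the others, at 6.12% or less. So do doublets that remained after the authors' filter. Free RNA was also weighed for the spread of the *tim* ratio between clock neuron clusters. If it filled in *tim* at ZT02, cluster 34, with the lowest ratio, would be near the level in DANs of that library, but it stood 10.9 times higher. Biological differences between clusters in the phase or amplitude of *tim* stay open as untested, as does a mixture of cells in a cluster. For cluster 34 a mixture would bear on its values in general, and it was not tested, although 103 of the 172 CEL-seq2 cells of the TH-GAL4 line that were matched to clock neuron clusters fell there and 11.5% of its 10X Chromium cells had a *Clk* UMI.

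Of the DANs matched in 10X Chromium, 74.1% had a *Vmat* UMI, with fewer than 60% in 7 DAN clusters and more than 90% in 10. Low depth is argued against as the whole reason, because at 1000 UMIs per cell the share still ran from 31.2% (upper limit 42.7%) in cluster 43 to 100% (lower limit 94.6%) in cluster 21. A candidate explanation is that the correlation minimum lets in cells of other types, as the share rose to 92.1% at a minimum of 0.7. DANs that lack *Vmat* stay open as a biological explanation and were not tested.

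At 2000 UMIs per cell, 10X Chromium detected more genes per DAN than CEL-seq2, and chance can be excluded, as only 1 of the 300 splits, the real one, gave so large a difference. Ribosomal RNA took 6.94% of the CEL-seq2 UMIs and 0% of the 10X Chromium UMIs, and mitochondrial rows 12.7% and 0.948%. Without these rows the ratio at 2000 UMIs was 1.12 (1050.5 against 934 genes, SD over CEL-seq2 libraries 26.9, exact permutation p = 0.00333, the smallest that 300 splits allow). This lies between the limits set beforehand for a ratio that these rows explain wholly or not at all, so they may account for part of the difference and not for all of it. The fly lines differ between the methods, and a biological difference between them stays open as untested.

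The level of *per* in DANs was 11.6 and 7.58 TP10K in the 10X Chromium libraries at ZT02 and ZT14, and at most 0.458 TP10K in any CEL-seq2 library. No explanation was tested. The EGFP transgene had 0 UMIs in 10X Chromium. Of the 10X Chromium cells left unmatched, 64.0% had a *ple* UMI. Among marker lists not reported at a claim, the cholinergic gene *VAChT* was higher in clock neurons (log2 fold change 1.14, adjusted p = 0.0419), and of 5 photoreceptor genes *Arr2* alone passed the filter on low counts, with 27 UMIs in clock neurons and none in DANs, at least 20.2-fold higher.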
